# Somatic, germline and sex hierarchy regulated gene expression during Drosophila metamorphosis

**DOI:** 10.1186/1471-2164-10-80

**Published:** 2009-02-13

**Authors:** Matthew S Lebo, Laura E Sanders, Fengzhu Sun, Michelle N Arbeitman

## Abstract

**Background:**

*Drosophila melanogaster *undergoes a complete metamorphosis, during which time the larval male and female forms transition into sexually dimorphic, reproductive adult forms. To understand this complex morphogenetic process at a molecular-genetic level, whole genome microarray analyses were performed.

**Results:**

The temporal gene expression patterns during metamorphosis were determined for all predicted genes, in both somatic and germline tissues of males and females separately. Temporal changes in transcript abundance for genes of known functions were found to correlate with known developmental processes that occur during metamorphosis. We find that large numbers of genes are sex-differentially expressed in both male and female germline tissues, and relatively few are sex-differentially expressed in somatic tissues. The majority of genes with somatic, sex-differential expression were found to be expressed in a stage-specific manner, suggesting that they mediate discrete developmental events. The *Sex-lethal *paralog, *CG3056*, displays somatic, male-biased expression at several time points in metamorphosis. Gene expression downstream of the somatic, sex determination genes *transformer *and *doublesex (dsx) *was examined in two-day old pupae, which allowed for the identification of genes regulated as a consequence of the sex determination hierarchy. These include the homeotic gene *abdominal A*, which is more highly expressed in females as compared to males, as a consequence of *dsx*. For most genes regulated downstream of *dsx *during pupal development, the mode of regulation is distinct from that observed for the well-studied direct targets of DSX, *Yolk protein 1 *and *2*.

**Conclusion:**

The data and analyses presented here provide a comprehensive assessment of gene expression during metamorphosis in each sex, in both somatic and germline tissues. Many of the genes that underlie critical developmental processes during metamorphosis, including sex-specific processes, have been identified. These results provide a framework for further functional studies on the regulation of sex-specific development.

## Background

In *Drosophila melanogaster*, metamorphosis is the period in development when the male and female larval forms, which display little morphological sexual dimorphism, are transformed into the reproductive male and female adult forms, which display large differences between the sexes. This complete transformation is the result of several processes [reviewed in [1]]: the degeneration of somatic larval structures; the generation of adult structures from cells that are found within the larva (imaginal discs, imaginal rings and histoblast nests); remodeling, death and neurogenesis of the cells in the larval nervous system; and the development of the adult gonads through interactions of both germline and the somatic tissues. Identifying the genes that underlie and orchestrate this transformation, and understanding how sex-specific gene regulation is integrated into these processes will provide insight into how large-scale changes in morphology are directed at a molecular-genetic level.

Metamorphosis initiates at the end of the third larval instar by a pulse of the steroid hormone ecdysone [reviewed in [1]]. In response to this pulse of ecdysone, the larva ceases movement and initiates pre-pupal development. Progression through the subsequent pupal stages is mediated by an additional pre-pupal pulse of ecdysone that triggers pupal formation, and finally by a large pulse of ecdysone that triggers adult development [reviewed in [1]]. While much is known about the morphological changes that occur during metamorphosis [reviewed in [2]], less is known about the gene expression changes that occur specifically in somatic and germline tissues that underlie these changes, and how sex-specific regulation of gene expression is incorporated into the developmental pathways.

Insight into somatic, sexual development in Drosophila is provided by the study of the sex determination hierarchy (see Figure 1), a genetic regulatory hierarchy consisting of a sexually dimorphic pre-mRNA splicing cascade that terminates with the production of sex-specific transcription factors encoded by *doublesex *(*dsx*) and *fruitless *(*fru*) [reviewed in [3]]. *dsx *controls all morphological differences between the sexes [reviewed in [3]], whereas *fru *is necessary for nearly all aspects of male courtship behaviors [reviewed in [4]]. While much is known about adult, sex-specific phenotypes caused by mutations in *dsx *and *fru *[5,6], how *dsx *and *fru *direct sex-specific development at the level of gene expression during metamorphosis is still an open question.

**Figure 1:**
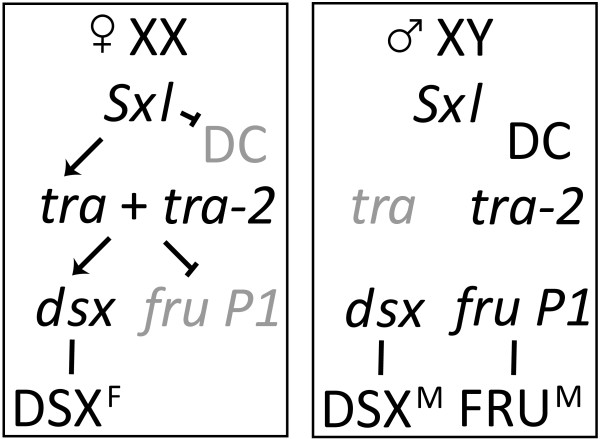
**The *Drosophila melanogaster *sex determination hierarchy**. The Drosophila sex determination hierarchy consists of a cascade of sex-specific alternatively spliced pre-mRNAs culminating in the production of sex-specific transcription factors encoded by *doublesex *(*dsx*) and *fruitless P1 *(*fru P1*). The primary determinate of sex is the X chromosome to autosomal chromosome (A) ratio. In females (X:A = 1), Sex Lethal (SXL) is produced and regulates the splicing of the pre-mRNA of *transformer *(*tra*), resulting in the production of TRA. TRA acts in conjunction with constitutively produced TRA-2, and regulates the alternative splicing of the pre-mRNAs of *dsx *and *fru P1*, leading to the production of the female-specific protein DSX^F^. In males (X:A = 0.5), SXL is not produced and *dsx *and *fru P1 *pre-mRNAs undergo default splicing, resulting in the production of the male sex-specific proteins DSX^M ^and FRU^M^. In addition, in females SXL represses dosage compensation, the process by which transcription of genes on the single X chromosome in males is up-regulated to roughly equal that of the two X chromosomes in females.

Previous studies have examined gene expression during metamorphosis, though the studies were limited in the number of genes assayed and in the fact that they did not distinguish between gene expression in somatic and germline tissues [7,8]. In this study, a microarray-based approach was used to examine expression from all predicted genes, in both wild type flies and flies that lack germline tissues, during metamorphosis. Additionally, both the role of *dsx *in establishing somatic sex differences in gene transcript levels and the modes of how *dsx *regulates gene expression were determined.

## Results and discussion

Here, genes that underlie developmental changes that occur during metamorphosis were identified by assaying gene expression in male and female wild type animals and animals that lack germline tissues, using a two-color, glass-slide microarray approach (see Methods; [9]). The wild type animals are the Canton S (CS) strain and the animals that lack germline tissues are the progeny of female flies homozygous for the maternal-effect, recessive mutation *tudor *(*tud*), hereafter referred to as *tud *progeny [10]. Experimental samples were compared to a common reference sample consisting of RNA derived from male and female CS pupae collected from all stages of metamorphosis; this approach facilitated comparisons across all the experiments (see Table 1 for experimental design). Gene expression was assayed at five time points in animals collected every 24 hours, ranging from 0 hours after puparium formation (APF; 0 hour APF is the white pre-pupal stage) to 96 hour APF (pharate adults).

**Table 1:** Microarray experimental design for time course and sex hierarchy experiments.

**I. Time course experiment**				
**Probe 1**	**Probe 2**	**Replicates**	**Time points (hr APF)**	
Wild type female (CS)	Reference	3	0, 24, 48, 72, 96	
Wild type male (CS)	Reference	3	0, 24, 48, 72, 96	
*tud *progeny female	Reference	3	0, 24, 48, 72, 96	
*tud *progeny male	Reference	3	0, 24, 48, 72, 96	

II. Sex determination hierarchy experiment*				

**Probe 1**	**Probe 2**	**Replicates**	**Time point (hr APF)**	**# of Genes**^†^
Wild type female (CS)	Wild type male (CS)	4	48	7972
Wild type female (Berlin)	Wild type male (Berlin)	4	48	
*tud *progeny female	*tud *progeny male	4	48	420
Wild type female (CS)	XX *tra *pseudomales	4	48	95
Wild type female (CS)	XX *dsx *^*D *^pseudomales	4	48	173**
Wild type female (CS)	XX *dsx *intersexuals	4	48	154
Wild type male (CS)	XY *dsx *intersexuals	4	48	155

Probes, numbers of replicates, and the time points assayed are listed for each experiment. Chromosomal sex is indicated by XX or XY. * Sex determination hierarchy experiments were all performed with a dye-swap design (see Methods). ^† ^The number of genes in each experiment that is significantly differentially expressed. ** The DSX set was defined with an additional statistical test to eliminate potential false-negatives resulting from exclusion in the TRA set. Therefore, a gene's inclusion in the DSX set is not necessarily contingent on its presence in the TRA set. For a description of the definition of the DSX set, see Results and Discussion and Methods.

Additionally, somatic, sex differences in transcript abundance for genes regulated downstream of *dsx *(Figure 1) were determined at a mid-pupal stage (48 hour APF). Microarray comparisons using RNA from the following genotypes were performed: wild type males and females from two different strains (CS and Berlin), male and female *tud *progeny, wild type females and *tra *pseudomales, and wild type females and *dsx*^*D *^pseudomales. *tra *and *dsx*^*D *^pseudomales are chromosomally XX animals that produce DSX^M^, the male-specific isoform of DSX, and as a result look phenotypically similar to wild type males [11,12]. The analyses of two distinct mutant genotypes that produce DSX^M ^in a chromosomally XX background facilitated the identification of genes that are sex-differentially expressed downstream of DSX, as opposed to differences in sex-chromosome content, and together with the analyses of two different wild type strains, reduced the identification of genes for which differential expression is due to differences in strain, or genes acting only upstream of *dsx *and/or *tra *in the sex hierarchy. Additionally, gene expression was compared between intersexual male and female flies that do not produce DSX (*dsx *null; *dsx*^*d*+*r*3^/*dsx*^*m*+*r*15 ^[5]) and wild type males and females, respectively, to examine the modes of *dsx*-regulated gene expression (see Table 1).

### Time course experiment: gene expression during metamorphosis

The expression data from both wild type and *tud *progeny males and females was first analyzed to identify genes expressed in somatic and germline tissues during metamorphosis. Here, 8,482 and 9,725 genes of the 13,820 genes examined had expression data in the *tud *and wild type experiments, respectively, demonstrating that ~70% (9,725 of 13,820 genes in wild type flies) of the predicted Drosophila genes are expressed during metamorphosis (see Methods for details). This also suggests that approximately 1,200 additional genes are expressed during metamorphosis due to the presence of the germline in wild type males and females. Our previous study examining gene expression in wild type flies found a larger percentage of genes (~94% of genes represented on arrays) expressed during metamorphosis (3,784/4,028 genes; [7]). Our previous study employed a cDNA microarray platform representing about one-third of the genes in *Drosophila*. As such, it was biased for genes with high expression levels, which might account for the differences in the two studies [7].

### Somatic sex-differential gene expression during metamorphosis

To identify genes whose transcript abundances differ between the two sexes in somatic tissues through metamorphosis, the *tud *progeny gene expression data was analyzed using F-statistics, conducted using LIMMA contrasts with sex and time as independent factors (see Methods and Additional file 1, for details). For the F-test analyses, lists of *P *values were converted to *q *values, an estimate of the false discovery rate [13]. Two-hundred-fifty-eight genes were identified with significant somatic, sex-differential expression (*q *< 0.15 for sex or sex-time interaction term; see Methods for details; Additional files 2 and 3). Similar numbers of genes were identified with male- and female-biased expression (124 and 134, respectively). Overall, the percentage of genes with somatic, sex-differential expression during pupal stages (1.9%) is similar to the number of genes displaying somatic, sex-differential expression at adult stages (1.7% of genes [68/4028] in [7], 2.5% genes [301/11893] in [14], and 1.4% of genes [167/11893] in [15]). In contrast, thousands of genes show sex-differences in transcript levels in the male and female germline tissues, at both pupal and adult stages (see germline section below; [7,14]).

For the 258 genes with somatic, sex-biased expression, moderated-*t*-tests were performed [16], comparing gene expression in *tud *progeny males and females to determine at which stage the gene displays somatic, sex-differential expression (Table 2). The five time points (0, 24, 48, 72 and 96 hour APF) do not have large differences in the numbers of genes with somatic, sex-biased transcript levels (*q *< 0.15; 75, 181, 79, 131, and 152 genes, respectively; Figure 2), with the data from the 24 hour time point containing the largest number of genes.

**Table 2:** Sex differentially expressed genes in somatic tissues during metamorphosis.

**Hr APF**	**Sex-bias**	**Gene Name**	CG # *	**Ch **^†^	**FC **^‡^	**Functional Annotation**^ξ^
0 hr	Male	*RNA on the X 1*	CR32777	X	24.1	dosage compensation
		*CG1441*	CG1441	2R	2.5	catalytic activity; binding
						
	Female	*CG4500*	CG4500	2L	2.7	mesoderm development
		*Larval serum protein 1 α*	CG2559	X	2.3	nutrient reservoir activity; oxygen transporter
		*Transferrin 1*	CG6186	X	2.0	iron ion transport; defense response
						
24 hr	Male	*RNA on the X 1*	CR32777	X	150.6	dosage compensation
		*dusky*	CG9355	X	16.1	wing morphogenesis
		*CG1368*	CG1368	X	5.0	structural constituent of chorion
		*CG5823*	CG5823	3R	4.9	ubiquitin-protein ligase activity
		*CG31948*	CG31948	2L	3.8	protein modification process
		*CG4691*	CG4691	2L	3.6	unknown
		*Cyto dynein light chain 2*	CG5450	2L	3.5	microtubule motor activity
		*CG11350*	CG11350	3L	3.2	unknown
		*CG6372*	CG6372	3L	3.0	mushroom body development; proteolysis
		*CG10383*	CG10383	2L	2.6	binding
		*Moesin*	CG10701	X	2.2	cytoskeletal protein binding; actin binding
		*CG2082*	CG2082	3R	2.2	unknown
		*CG11905*	CG11905	3L	2.2	hydrolase activity
		*Cuticular protein 12A*	CG15757	X	2.0	structural constituent of cuticle
		*Mov34*	CG3416	2R	2.0	endopeptidase activity; cell proliferation
						
	Female	*CG2930*	CG2930	X	4.1	oligopeptide transport
		*CG10650*	CG10650	2L	3.2	oxidoreductase activity
		*CG12290*	CG12290	3R	2.4	G-protein coupled receptor activity
		*CG14540*	CG14540	3R	2.4	unknown
		*CG16997*	CG16997	2L	2.3	serine-type endopeptidase activity
		*CG7045*	CG7045	3R	2.3	regulation of transcription; DNA binding
		*CG9634*	CG9634	X	2.3	metalloendopeptidase activity
		*white*	CG2759	X	2.3	transmembrane receptor activity; eye pigment
		*26–29 kD-proteinase*	CG8947	3L	2.3	cathepsin K activity; proteolysis
		*CG32695*	CG32695	X	2.3	unknown
		*ion transport peptide*	CG13586	2R	2.2	neuropeptide hormone activity
		*CG15312*	CG15312	X	2.1	unknown
		*CG15369*	CG15369	X	2.1	cysteine protease inhibitor activity
		*CG16865*	CG16865	2L	2.0	unknown
						
48 hr	Male	*RNA on the X 1*	CR32777	X	232.8	dosage compensation
		*CG31988*	CG31988	2L	5.2	zinc ion binding
		*bangles and beads*	CG7088	X	2.3	gliogenesis
		*CG1368*	CG1368	X	2.3	structural constituent of chorion
		*CG9914*	CG9914	X	2.0	fatty acid metabolic process
		*CG31948*	CG31948	2L	2.0	protein modification process
						
	Female	*Cuticular protein 12A*	CG15757	X	5.0	structural constituent of cuticle
		*Hs protein cognate 2*	CG7756	3R	5.0	unfolded protein binding; ATP binding
		*CG6416*	CG6416	3L	3.6	mesoderm development; protein binding
		*CG1441*	CG1441	2R	3.5	catalytic activity; binding
		*CG12523*	CG12523	3L	3.1	unknown
		*Mec2*	CG7635	X	2.8	unknown
		*CG32982*	CG32982	2L	2.8	unknown
		*CG8745*	CG8745	3L	2.6	arginine catabolic process to glutamate
		*gonadal*	CG33756	3L	2.5	spermatogenesis; oogenesis
		*CG12009*	CG12009	3L	2.5	chitin binding; chitin metabolism
		*Larval serum protein 1 α*	CG2559	X	2.4	nutrient reservoir activity; oxygen transporter
		*CG7367*	CG7367	2L	2.3	phagocytosis; lipid metabolic process
		*CG15369*	CG15369	X	2.2	cysteine protease inhibitor activity
		*CG31901*	CG31901	2L	2.2	unknown
		*CG13360*	CG13360	X	2.1	unknown
		*CG10589*	CG10589	3L	2.1	unknown
						
72 hr	Male	*RNA on the X 1*	CR32777	X	147.6	dosage compensation
		*CG7191*	CG7191	2L	2.1	unknown
		*Verprolin 1*	CG13503		2.1	actin filament organization
						
	Female	*CG11591*	CG11591	3L	6.2	unknown
		*CG31948*	CG31948	2L	5.5	protein modification process
		*CG32690*	CG32690	X	5.1	unknown
		*CG7738*	CG7738		4.0	
		*CG10589*	CG10589	3L	3.8	unknown
		*CG9975*	CG9975	2R	3.7	unknown
		*Cuticular protein 12A*	CG15757	X	3.7	structural constituent of cuticle
		*CG31639*	CG31639	2L	3.3	unknown
		*CG4691*	CG4691	2L	3.1	unknown
		*Jonah 25Biii*	CG8871	2L	3.1	elastase activity; serine-type endopeptidase
		*CG7322*	CG7322	X	3.0	oxidoreductase activity
		*Lysozyme B*	CG1179	3L	2.9	lysozyme activity
		*CG17118*	CG17118	2L	2.6	dendrite morphogenesis
		*CG8813*	CG8813	2L	2.6	unknown
		*CG13360*	CG13360	X	2.4	unknown
		*CG10809*	CG10809	3L	2.4	unknown
		*CG5446*	CG5446	2L	2.4	unknown
		*CG14540*	CG14540	3R	2.3	unknown
		*Peroxiredoxin 2540*	CG11765	2R	2.3	glutathione peroxidase activity
		*CG31901*	CG31901	2L	2.2	unknown
		*abdominal A*	CG10325	3R	2.2	transcription factor; organismal development
		*CG15369*	CG15369	X	2.1	cysteine protease inhibitor activity
		*Larval serum protein 1 α*	CG2559	X	2.1	nutrient reservoir activity; oxygen transporter
		*CG12250*	CG12250	3R	2.1	unknown
		*CG17244*	CG17244	3R	2.0	unknown
		*CG1998*	CG1998	X	2.0	C-4 methylsterol oxidase activity
						
96 hr	Male	*RNA on the X 1*	CR32777	X	325.5	dosage compensation
		*CG31988*	CG31988	2L	7.8	zinc ion binding
		*CG6372*	CG6372	3L	5.7	mushroom body development; proteolysis
		*Cyt. dynein light chain 2*	CG5450	2L	4.1	microtubule motor activity
		*charlatan*	CG11798	2R	4.1	nervous system development; transcription
		*CG17829*	CG17829	X	3.8	zinc ion binding
		*CG1774*	CG1774	3R	3.7	catalytic activity; nucleotide binding
		*CG31029*	CG31029	3R	3.6	unknown
		*Syntaxin Interact. Prot. 2*	CG13164	2R	3.5	unknown
		*Lysozyme B*	CG1179	3L	3.3	lysozyme activity
		*CG4691*	CG4691	2L	3.3	unknown
		*carmine*	CG3035	X	3.1	neurotransmitter secretion; synaptic vesicle
		*CG4300*	CG4300	3L	2.7	spermidine synthase activity
		*peste*	CG7228	2L	2.7	scavenger receptor activity
		*dacapo*	CG1772	2R	2.7	cyclin-dependent protein kinase inhibitor
		*CG8813*	CG8813	2L	2.6	unknown
		*Ribosomal protein S5b*	CG7104	3R	2.4	structural constituent of ribosome
		*CG12237*	CG12237	X	2.4	phosphoric monoester hydrolase activity
		*CG7738*	CG7738		2.4	unknown
		*CG9975*	CG9975	2R	2.3	unknown
		*CG17180*	CG17180	3L	2.3	vesicle-mediate transport
		*CG12009*	CG12009	3L	2.2	chitin binding
		*CG8931*	CG8931	X	2.2	binding; transport
		*CG17230*	CG17230	3R	2.2	unknown
		*CG31163*	CG31163	3R	2.1	SH3/SH2 adaptor activity
		*epsilonCOP*	CG9543	2L	2.1	retrograde vesicle-mediated transport
		*CG30392*	CG30392	2R	2.1	glycolipid transporter activity
		*CG31639*	CG31639	2L	2.1	
		*CG5343*	CG5343	2L	2.0	muscle development; dendrite morphogenesis
		*CG4845*	CG4845	3R	2.0	phagocytosis; immune response
		*Hs protein cognate 2*	CG7756	3R	2.0	unfolded protein binding; ATP binding
						
	Female	*CG1368*	CG1368	X	3.9	structural constituent of chorion
		*Larval serum protein 1 α*	CG2559	X	3.0	nutrient reservoir activity; oxygen transporter
		*Arginine kinase*	CG32031	3L	3.0	arginine kinase activity
		*CG15369*	CG15369	X	2.4	cysteine protease inhibitor activity
		*CG32695*	CG32695	X	2.4	unknown
		*CG7816*	CG7816	3R	2.3	metal ion transmembrane transporter
		*white*	CG2759	X	2.2	transmembrane receptor activity; eye pigment
		*CG32850*	CG32850	4	2.1	protein binding; zinc ion binding
		*CG14717*	CG14717	3R	2.0	hydrolase activity
		*CG17118*	CG17118	2L	2.0	dendrite morphogenesis

Significant somatic, sex-differential expression determined using F-tests, and a *t*-test of means comparing expression data from male and female *tud *progeny. All genes listed had at least a 2-fold difference in transcript abundance between the sexes. For the full lists of sex-differentially expressed genes, see Additional file 3. * Annotation symbol from Flybase. ^† ^Chromosomal arm on which the gene is located. ^‡ ^Fold change difference between the sexes. ^ξ^GO annotations for each gene as listed in Flybase.

**Figure 2:**
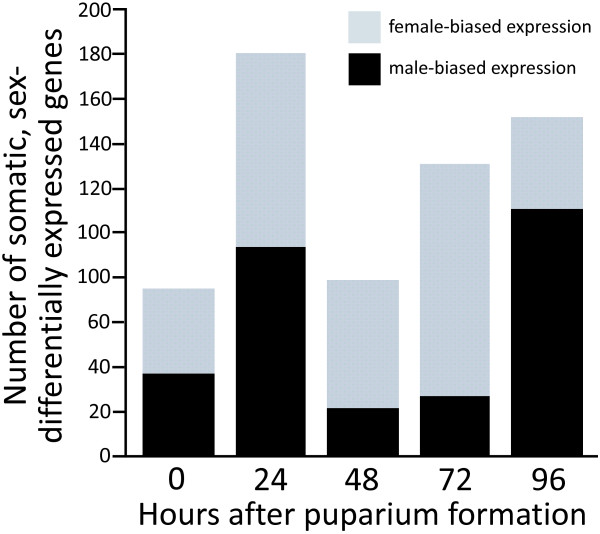
**The number of genes with somatic sex-differential transcript levels differs across metamorphosis**. The abscissa indicates the five time points during metamorphosis examined (0, 24, 48, 72, and 96 hour APF). The ordinate indicates the number of somatic, sex-differentially expressed genes, as identified by F-tests, *q *< 0.15, for sex or sex-time interaction terms, and a *t*-test of the means (*q *< 0.15), on the gene expression data of male and female *tud *progeny. Genes with female- and male-biased expression are shown in grey and black, respectively.

At the statistical threshold used for the *t*-tests (*q *< 0.15), 242 of the 258 genes identified by F-tests showed significant, somatic, sex differential-expression at a minimum of one time point. Close to half of these genes (119 genes) displayed somatic, sex-differential expression at only one or two time points, suggesting that they are likely to mediate discrete, sex-specific, developmental events. *RNA on the X 1 *(*roX1*) is male-biased and one of only thirteen genes that were sex-differentially expressed at all five time points examined. *roX1 *and a gene *RNA on the X 2 *(*roX2*) produce non-coding RNAs that are components of the dosage compensation macromolecular structure [17]; *roX2 *was either expressed exclusively in males or four times higher in males than females at each of the five time points examined. Dosage compensation is the process in which genes on the single X chromosome in males undergo increased transcription, which results in roughly equal amounts of mRNA product produced by the two X chromosomes in females [reviewed in [18]]. Of the additional 12 genes (three and nine with male- and female-biased expression, respectively) with sex-differential expression at all five time points examined (*Microsomal glutathione S-transferase-like*, *Glutathione Synthetase*, *CG4586*, *Larval serum protein 1 alpha*, *CG15369*, *CG15347*, *CG31775*, *Ilp6, CG1702*, *Succinate dehydrogenase B, CG7430*, and *cabut*), eight are located on the X chromosome. *Sex-lethal *(*Sxl*), the gene at the top of the sex-determination hierarchy (see Figure 1, [reviewed in [3]]), displays female-biased expression at four of the five time points examined. Interestingly, *CG3056*, a gene with male-biased expression at four of the five time points, is a paralog of *Sxl *[19]; the product of this gene may underlie additional sex-differential splicing that regulates sex-specific development.

The differences in transcript abundances observed at each stage are due to biological differences and not poor quality data, as the microarray data showed high correlation among experimental replicates and similar numbers of genes had expression data at each time point in both sexes (see Additional file 4 for all microarray correlations and number of genes expressed in each experiment).

### Time course experiment: cluster analyses

One of the primary goals of this study was to identify genes that direct the patterning and morphogenesis of sexually dimorphic, somatic tissues. Hierarchical clustering, an algorithm that groups genes based on the similarity of their expression profiles [20], was performed using the five time points of *tud *progeny expression data to identify genes with similar expression profiles in somatic tissues. Because the numbers of expected clusters were unknown, other clustering methods, including K-means clustering and self-organizing maps [reviewed in [21]], were not employed. Thirty-eight clusters, each with a greater than 0.80 average Pearson's correlation in gene expression profiles and containing 15 genes or more, were identified and further analyzed (Figure 3 and Additional file 5). Combined, these clusters contained 4410 genes, including 82 genes with alternative transcripts expressed in two clusters and four genes with alternative transcripts expressed in three clusters. There is a high degree of separation among the clusters, with an average correlation of 0.026 between all of the clusters, demonstrating that the expression profiles for genes within a cluster are not similar to expression profiles for genes in other clusters and thus each should be considered separately in this study (see Methods).

**Figure 3:**
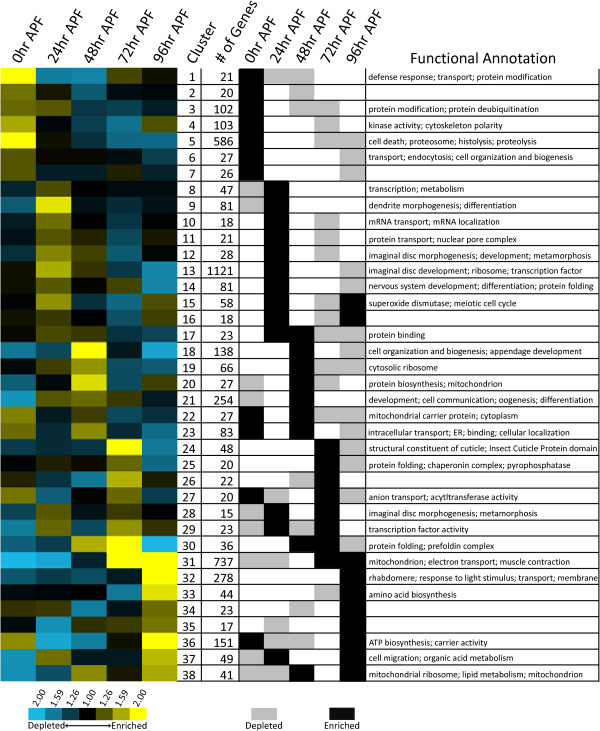
**Clusters of genes with similar expression profiles in somatic tissues during metamorphosis**. Clusters were generated using gene expression data from male and female *tud *progeny at five time points during metamorphosis, indicated at top of clustergram. Expression profiles for each cluster were generated by averaging the gene expression data at each time point for every gene in the cluster in both sexes. Yellow and blue indicates high and low levels of expression compared to a common reference, respectively. To the right of the clustergram, black and grey indicates a cluster in which gene expression is at a peak (enriched) or at a trough (depleted), respectively, relative to the average expression value across all time points. Clusters are at a peak or trough of expression if average expression was 2/3 of a standard deviation above or below the mean expression value of the five time points, respectively. Functional annotation represents functional categories that were overrepresented among the genes in the cluster, as determined by the program DAVID (*P *< 0.05 [22]).

An analysis of the expression data across the five time points for the genes in each of the 38 clusters identified 51 peaks and 49 troughs of gene expression within the clusters (Figure 3; Methods). Based on a re-sampling analysis, each of these 51 peaks and 49 troughs was significantly different than the average expression at all time points in the cluster from which they were identified (*P *< 0.01; see Methods). When wild type expression data was incorporated into the cluster analyses, gene expression profiles appear similar in wild type and *tud *progeny experiments, based on visual inspection (Additional file 6); only genes with expression in *tud *progeny were included in the cluster analyses. Furthermore, a statistical comparison of the average *tud *progeny expression data to the average wild type expression data within each cluster showed that 31 of the 38 clusters had correlations >0.70, demonstrating a high degree of similarity of expression for genes in *tud *progeny and wild type animals. The seven clusters with correlations <0.70 between the average *tud *progeny and wild type expression data contained only 172 of the 4410 genes present in the 38 clusters. Therefore, for most genes examined, the pattern of gene expression in somatic tissues during metamorphosis does not appear to be largely influenced by the presence of the germline.

To functionally analyze these clusters, the sets of genes from each cluster were examined using the program DAVID, which identifies overrepresented functional groups among the genes in each cluster, as compared to all the genes represented on the array platform (see Methods; Additional file 7; DAVID is the Database for Annotation, Visualization and Integrated Discovery [22]). To confirm the DAVID results, an independent tool that searches for enrichment of Gene Ontology terms (FlyMine; [23]) was used to assess overrepresented functional categories and gave very similar results (see Methods for details).

### Gene expression during metamorphosis

At the white pre-pupal stage (wpp; 0 hour APF), the fly is transitioning from a wandering larva into an immobile pre-pupa. The pre-pupal animal initiates the major larval-to-adult transition in several discrete ways: 1) strictly larval tissues are destroyed and replaced by corresponding adult tissues [reviewed in [24]], 2) imaginal discs and rings begin to give rise to adult structures including eyes, antennae, wings, legs, and genitalia [reviewed in [25]], 3) histoblast nests proliferate in number and give rise to non-imaginal disc derived adult epidermal structures [26], and 4) the larval central nervous system is remodeled through the destruction of some larval neurons, proliferation of neuroblasts to generate new neurons, and remodeling of some larval neuronal projections [reviewed in [27]]. The 24 hour APF time point is between the pre-pupal pulse of ecdysone, which peaks at 12 hour APF and triggers head eversion, and the large pupal pulse of ecdysone that initiates around 24 hour APF [reviewed in [1]]. By 24 hour APF the majority of larval-specific tissues are degraded and adult development is triggered [reviewed in [28]]. During the time between the 24 to 48 hour APF stages, the imaginal discs are still undergoing morphogenesis, but are close to their final adult form. The wings, leg muscles, abdominal bristles, abdominal muscles and internal genital ducts are all well formed, while further development of the eyes, legs, wings, thorax, and abdomen is occurring [reviewed in [2]]. During the later stages of metamorphosis (72 hour APF), many of the tissues and structures developing in the pupae are close to their final adult form [reviewed in [27,29]]. By 96 hour APF, the pupa is within a few hours of eclosion, or emergence of the adult fly [reviewed in [30]].

To understand the transcriptional basis of these complex developmental events, expression data was analyzed in the following ways: first, genes with similar expression patterns in both male and female somatic tissues were identified based on the hierarchical cluster analyses (Figure 3). Second, clusters were identified that contained genes that either had a peak or trough of their transcript abundance at each time point (see Methods). At the 0 hour APF stage, Cluster 5 (586 genes) has genes with peak expression and was enriched for genes that encode proteins that function in the proteosome (34 genes; *P *= 6.8 × 10^-31^), have cell death activities (35 genes; *P *= 4.2 × 10^-7^) or peptidase activities (90 genes; *P *= 5.4 × 10^-18^) and thus likely function in the histolysis of larval tissues. Cluster 21 (254 genes) has genes in a trough of expression and is enriched for genes whose products function in development (60 genes; *P *= 4.2 × 10^-6^), differentiation (25 genes; *P *= 4.6 × 10^-4^), and cell communication (54 genes; *P *= 9.8 × 10^-5^), suggesting that a large fraction of genes that function in these patterning and developmental processes are at low transcript levels immediately after pre-pupal formation.

At the 24 hour APF stage, the largest cluster identified, Cluster 13 (1,121 genes), shows peak transcript abundance (Figure 3). Cluster 13 is overrepresented with genes encoding products that are annotated as functioning in imaginal disc morphogenesis (73 genes; *P *= 2.1 × 10^-15^), neurogenesis (58 genes; *P *= 3.9 × 10^-14^), programmed cell death (62 genes; *P *= 9.9 × 10^-11^), nervous system development (122 genes; *P *= 2.4 × 10^-18^), and transcription (183 genes; *P *= 2.8 × 10^-16^), demonstrating that at about 24 hour APF, many genes that drive morphogenesis and patterning have reached a peak in their transcript abundance, marking this period as critical for patterning and morphogenesis.

At the 48 hour APF stage, Cluster 18 and Cluster 21 contain 138 and 254 genes, respectively, and show peak levels only at this stage (Figure 3). Cluster 18 is enriched with genes whose products function in cell organization and biogenesis (21 genes; *P *= 0.016), appendage morphogenesis (5 genes; *P *= 0.032), and pupal development (8 genes; *P *= 0.041), suggesting that although the rudimentary adult structures are formed, there are still many structural changes taking place. Consistent with this idea, Cluster 21 is enriched with genes whose protein products function in development (60 genes; *P *= 4.2 × 10^-6^), cell communication (54 genes; *P *= 9.8 × 10^-5^) and morphogenesis (30 genes; *P *= 1.1 × 10^-4^).

At the 72 hour APF stage, genes in Cluster 31 (737 genes, Figure 3), which are in a trough at the 0 and 24 hour APF stages, quickly increase in transcript levels to ultimately peak at 72 hour APF. Cluster 31 is overrepresented with genes that encode products that function in the mitochondria (153 genes; *P *= 1.4 × 10^-77^).

One large cluster, Cluster 32 (278 genes; Figure 3) contains genes that showed a sharp rise in transcript levels at 96 hour APF, but no peaks early in metamorphosis. This cluster is enriched for genes encoding products that function in the response to light stimulus (7 genes; *P *= 6.6 × 10^-4^), visual perception (7 genes; *P *= 0.0050), and rhabdomere function (6 genes; *P *= 3.0 × 10^-5^), all of which are critical for proper vision and development of the adult eye. On the other hand, the largest cluster, which is enriched for genes that encode products functioning in developmental processes (all *P *= 3.9 × 10^-14^) and peaked in transcript abundance at 24 hour APF, is in a trough of transcript levels at 96 hour APF (Cluster 13, 1,193 genes), consistent with the idea that morphogenesis is largely complete by the pharate adult stage.

### Sex-biased gene expression in germline tissues during metamorphosis

Genes with expression during metamorphosis in either male or female germline tissues were identified using two independent F-statistic analyses (*q *< 0.15 for each test; see Methods; see Additional file 2 for numbers of genes with significant expression differences). This statistical approach also identifies genes whose expression in somatic tissues is dependent on the presence of male or female germline tissues, respectively; these two classes of genes cannot be distinguished in this study. The gene sets that are expressed within or dependent on the presence of the germline in males and females are referred to as the pupal male- and female-biased germline sets, respectively. Sets of 659 and 342 genes with male- and female-biased expression in the germline, respectively, were identified (Additional files 8 and 9). Both the male- and female-biased pupal germline sets had significant overlap with genes previously identified as highly expressed in adult male and female germline tissues, respectively (*P *< 1.1 × 10^-4^, hypergeometric test for both sets; [14]). Five-hundred-forty-three genes identified in the pupal male germline set were on the previous study's array platform [14]. Of those 543 genes, 392 were highly expressed in the adult male germline. Similarly, 305 genes identified here as being expressed in the pupal female germline were present on the previous study's array platform. Forty-seven of those 305 genes were also highly expressed in the adult female germline.

Gene expression in the male germline has already initiated at the start of metamorphosis, and by 24 hour APF has reached its peak level of gene expression; this high level of expression lasts throughout metamorphosis (Figure 4A). Sixty-nine of the 659 genes in the pupal male germline set encode products that function in the mitochondria (*P *= 5.8 × 10^-19^; DAVID analysis), consistent with the essential role for mitochondria in spermatid development and adult function [reviewed in [31]]. One-hundred-fifty-one genes (of 543 genes, 28%) were identified that are expressed in the male germline during metamorphosis, but were not previously identified as expressed in the adult male-germline (present on platform of previous study, but not significantly differentially expressed [14]), suggesting that there is pupal-specific, male-germline gene expression that might underlie male germline development.

**Figure 4:**
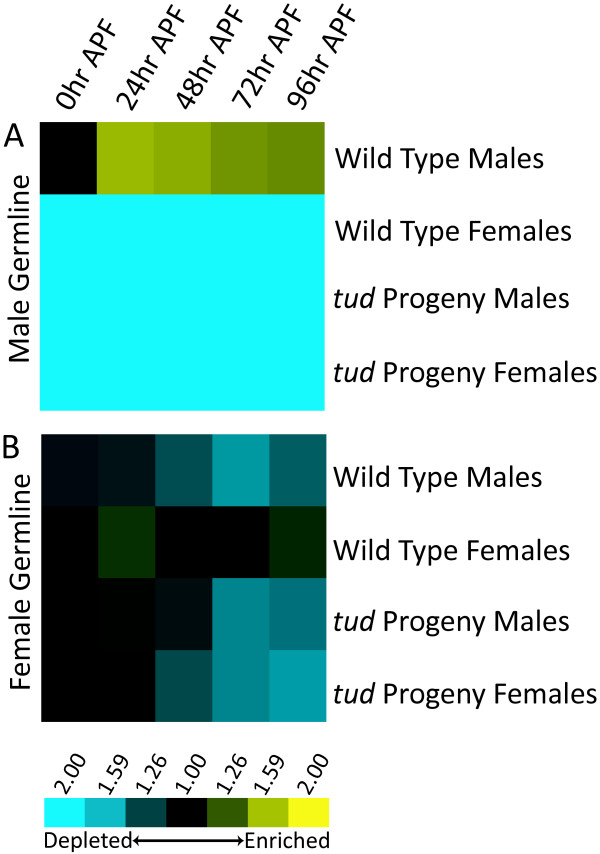
**Expression profiles of genes expressed in the male and female germline during metamorphosis**. Expression profiles were generated by averaging the gene expression data of all genes that have high expression in the male or female germline at each time point. The data for these genes for following genotypes were averaged separately: male *tud *progeny, female *tud *progeny, wild type (CS) males, and wild type (CS) females. Yellow and blue indicates high and low levels of expression compared to a common reference, respectively.

Previously, it was observed that most genes expressed in the female germline showed the first post-embryonic peak of transcript abundance during adult stages [7]. However, because our previous study did not have data from pupal stages examining gene expression in each of the sexes separately, or in male and female *tud *progeny, we were unable to definitively identify the genes expressed in the female germline at pupal stages. The data presented here demonstrate that are a substantial number of genes with female-biased germline expression during pupal stages (Figure 4B). Between the 48 and 72 hour APF stages, the structures derived from the female genital disc establish connections with female gonadal tissues to form the female reproductive system [reviewed in [32]]. The development of female reproductive structures likely requires gene expression in both somatic and germline tissues. This idea is consistent with the functions of genes with pupal female germline expression, as this set is overrepresented with genes that function in developmental processes (76 genes, *P *= 0.0031; DAVID analysis).

Interestingly, the transcript level of genes expressed in the pupal female-germline also peaks in both wild type males and females and *tud *progeny males and females at the early stages of metamorphosis (Figure 4B), suggesting they also play a non-sex-specific role in pupal somatic tissues. Several genes encoding products annotated as functioning in the female germline (found in Cluster 21) peak in transcript abundance in male and female somatic tissues at 48 hour APF (Figure 3). However, by the later stages of metamorphosis, the levels of these transcripts remain high only in wild type females and drop to trough levels in wild type males, and *tud *male and female progeny.

The chromosomal distribution of genes with sex-biased expression in the male and female germlines was additionally analyzed. Genes expressed in the pupal male germline are underrepresented on the X chromosome and overrepresented on the left arm of the second chromosome (*P *= 3.5 × 10^-7 ^and 0.0072, respectively, hypergeometric test), both of which have been shown for genes expressed in adult male germline tissues [14]. Interestingly, genes expressed in the pupal male germline are also overrepresented on the right arm of the third chromosome (*P *= 0.024, hypergeometric test).

### Global transcriptional profiles during metamorphosis

Hierarchical clustering was performed using all the data from each microarray experiment from the time course study, rather than using the data from each gene, to determine how similar global expression patterns are between males and females. When the *tud *progeny expression data was analyzed, the global expression profiles of males and females from each pupal time point were most similar to each other (Figure 5A). This was expected because very few genes with somatic, sex-differential expression were identified (see above). A clear distinction between overall gene expression at early stages (0–48 hour APF pupae) and late stages (72–96 hour APF pupae) was observed (Figure 5A). This is consistent with our cluster analyses (Figure 3), where many genes appear co-regulated at either early or late stages of metamorphosis, but not at both early and late stages: 1,745 genes shared either peaks or troughs of transcript levels at multiple early stages (0–48 hour APF) or late stages (72–96 hour APF), while only 513 genes shared peaks or troughs of transcript levels at an both an early and a late time point.

**Figure 5:**
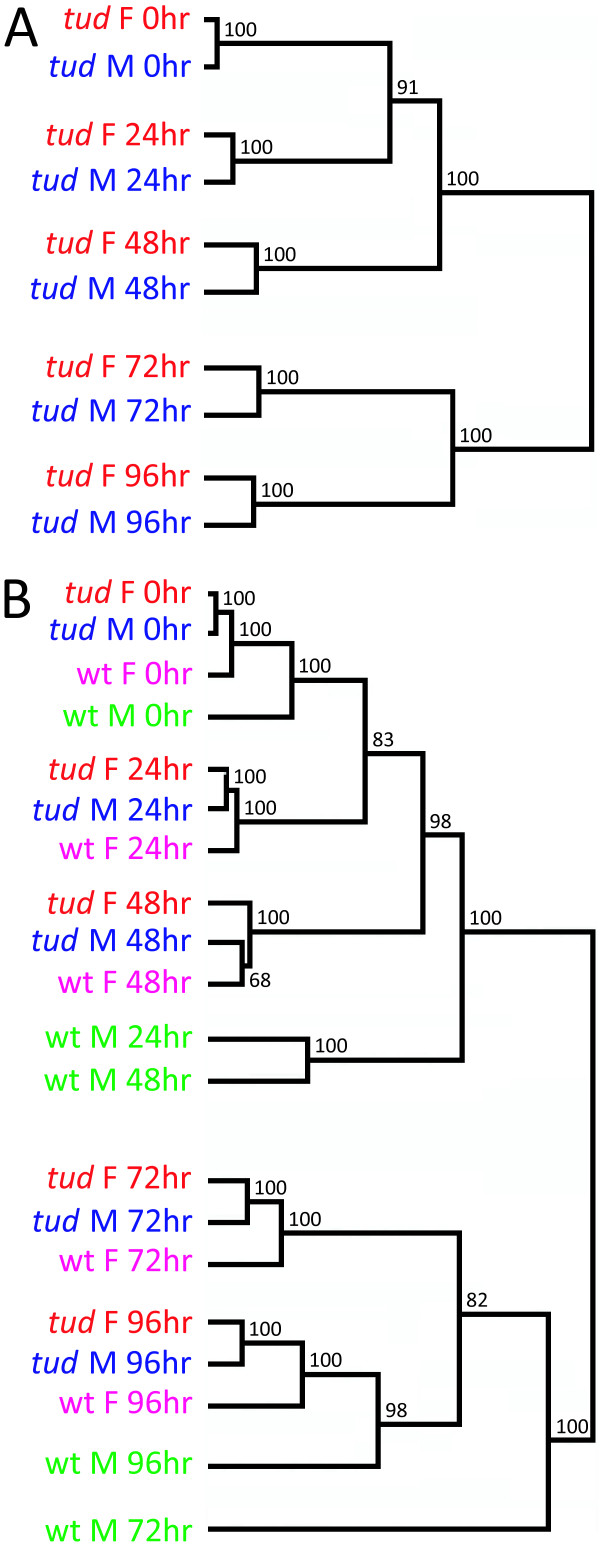
**Cluster of global expression profiles for Drosophila transcripts across metamorphosis**. Dendrogram shows the similarity across transcriptional profiles at five time points during metamorphosis (0, 24, 48, 72, and 96 hour APF) for (A) male *tud *progeny (blue) and female *tud *progeny (red) and (B) male *tud *progeny, female *tud *progeny, wild type (CS) males (green), and wild type (CS) females (violet). Hierarchical clustering and Pearson correlation distance measure was used to group experiments based on their global expression profile using all expression data for annotated genes from each array. Values on each node represent the confidence of the separation (approximately unbiased *P *value) derived using multiscale bootstrap resampling and the program Pvclust [63].

When the wild type expression data and the *tud *progeny expression data were analyzed together, the clear distinction between early and late metamorphosis remained, as with the *tud *progeny expression data alone (Figure 5B). As expected, male-germline gene expression has a large effect on how the global transcriptional profiles cluster, with wild type males expression data always clustering separately from wild type females and from the male and female *tud *progeny. This effect appears to be less substantial at 0 hour APF, as the global expression profile of wild type males clusters closest to the data from the other three genotypes, suggesting that at the start of metamorphosis, many genes expressed in the male germline are not as abundant during early time points. The wild type female array experiments also cluster closely to, but separately from, the *tud *progeny array data, with the largest differences seen at 72 and 96 hour APF. This is consistent with gene expression in the female germline increasing at the end of metamorphosis (Figure 4B).

### Sex hierarchy-regulated somatic sex-differential expression

Next, genes regulated by the sex hierarchy during pupal developmental stages were identified. Nearly all of the sexually dimorphic tissues are either patterned or undergoing morphogenesis to bring about the adult sexual dimorphisms during pupal stages. The 48 hour APF pupal stage was chosen because previous studies showed that FRU^M ^peaks at this stage [33] and DSX shows high expression at this time [34]. For these experiments, the array hybridizations were performed as direct comparisons using RNA from the two genotypes (see Table 1 and Methods). 

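RNA from whole pupae was prepared at 48 hour APF from about 30 pupae per genotype, and the 2 genotypes of a comparison, each labeled from 30 µg of total RNA, were hybridized to the same array. There were 7 comparisons with 4 arrays each, which are CS females with CS males, Berlin females with Berlin males, female with male *tud* progeny (which lack a germline), CS females with XX *tra* pseudomales, CS females with XX *dsx* D pseudomales, CS females with XX *dsx* nulls, and CS males with XY *dsx* nulls. The dyes were exchanged between replicates 1 and 2 and replicates 3 and 4 of each comparison. For replicates 2 and 4 of the *tud* progeny, the sex given for channel 2 in the sample descriptions differs between fields, and the field that matches the paper's design was used. The authors deposited a log2 ratio for each array element and array, normalized by global loess within each array in LIMMA, and left elements empty that failed their intensity filter. The paper's text does not state the direction of these ratios. They are given here as female over male, female over pseudomale and wild type over *dsx* null, because the deposited values give the fold changes and sex biases of Additional file 10 in that direction on arrays of both dye orientations. Background correction and scaling between arrays are not stated, and nothing further was done to the values. After 32 control elements were left out, 15744 array elements remained, and a single array held values for between 4783 (*tud* progeny) and 12023 (CS) of them. The median log2 ratio of an array was between 0.06 and 0.18 in Berlin, between -0.15 and -0.04 in the XY *dsx* null comparison, and between -0.06 and 0.03 in the other comparisons. Across array elements, which are not independent replicates, the mean Pearson correlation between the arrays of a comparison was 0.826 in CS, 0.799 in Berlin, 0.523 in *tud* progeny, 0.479 for *tra* pseudomales, 0.632 for *dsx* D pseudomales, 0.789 for XX *dsx* nulls and 0.833 for XY *dsx* nulls. In *tud* progeny, pairs of arrays with the same dye orientation had a mean correlation of 0.728 and pairs with opposite orientation 0.421. The corresponding values for *tra* pseudomales were 0.702 and 0.368. Each comparison was tested with limma against a log2 ratio of 0, over elements with values on at least 2 arrays (4 of the 8 wild type arrays), and *q* values were computed by Storey's method. Array elements are counted here, and some genes are represented by more than 1 element.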

Genes were first identified that had sex-biased transcript levels between wild type males and females by analyzing expression data from two different wild type strains, Canton S and Berlin (*q *< 0.15), and from *tud *progeny males and females (one-tailed *t*-test, *q *< 0.15). This resulted in a set of 420 genes (320 and 100 genes with female- and male-biased expression, respectively; Additional file 10). This is substantially more than was identified in the time course analysis for this time point (79 genes, see above); however this difference is likely due to the increased number of replicates (four replicates for each comparison versus three replicates in time course) and the decreased statistical error by directly comparing gene expression on the same array, as opposed to using a common reference RNA sample.

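Over the 8 CS and Berlin arrays, 7237 of 9901 array elements tested had a *q* value below 0.15, of which 4574 were higher in females and 2663 in males. With the Benjamini-Hochberg adjustment in place of Storey's *q* values, 4456 elements were called, with 2365 higher in females and 2091 in males. In CS alone 2228 elements were higher in females and 2605 in males, and in Berlin alone 3757 and 2052. In CS and in Berlin separately, 2631 elements were called with the same direction, 1035 higher in females and 1596 in males. The largest difference toward males among the elements with a name was that of *CG6372*, with a mean log2 ratio of -8.41 ± 1.67 (SD, n = 8 arrays; limma *q* = 1.63e-07), lower than 0 on all 8 arrays, although its value on Berlin replicate 4 was -4.61. Toward females, *CG12003* (2.75) and *CG12164* (2.67) had larger means but not the same sign on all arrays, and the largest with the same sign on all arrays was that of *CG14624*, at 2.59 ± 1.54 (SD, n = 7; limma *q* = 0.000917), which combines 1.45 in CS with a higher ratio in Berlin (CS minus Berlin -2.67, *q* = 0.0453). In *tud* progeny, 1192 of 7851 elements tested were called in a two-sided test. Of the elements called in the wild type, 5090 had values on at least 2 *tud* arrays, and 2806 of these (55.1%) differed in the same direction in *tud* progeny. The largest female-biased difference in *tud* progeny among named elements with values on at least 3 arrays was that of *yellow*, with a log2 ratio of 5.46 ± 1.00 (SD, n = 3).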

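The wild type call, combined with a one-sided limma test in the same direction in *tud* progeny, left 496 array elements, 386 of them higher in females and 110 higher in males. These include 359 of the 429 elements (83.7%) that Additional file 10 lists for this set. The size of the set rested on the *tud* arrays, since it was 114 elements without *tud* replicate 1, 269 without replicate 2, 251 without replicate 3 and 411 without replicate 4. A term for the dye orientation raised it to 1047 elements.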

Given the larger number of somatic, sex-differentially expressed genes identified by this approach, it could be determined if there was a bias for chromosomal positions in these gene sets. Genes with somatic male-biased transcript levels at the adult stage are known to be underrepresented on the X-chromosome [14]. There was not a similar bias for the 100 genes with somatic, male-biased transcript levels at the 48 hour APF pupal stage, but rather there was an equal distribution across all chromosomes (hypergeometric test, *P *> 0.05). 

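The chromosome arm of each gene was taken from a gene table of Release 6 of the genome, a later release than the one for which the array was designed. Of the 100 genes with somatic male-biased transcript levels in Additional file 10, 98 could be placed, with 17 on the X chromosome (17.3%), 17 on 2L, 18 on 2R, 23 on 3L, 22 on 3R and 1 on the fourth chromosome. Among the male-biased genes of the set derived here that have a name, 14 of 87 placed genes (16.1%) lie on the X chromosome. The share among all genes that could have passed the filters was not computed, because most array elements outside the sets have no gene name here, and the hypergeometric test was therefore not repeated.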

Interestingly, the genes with somatic female-biased transcript levels at this pupal stage were overrepresented with genes located on the X chromosome (90 genes, hypergeometric test, *P *< 0.001). 

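Of the 320 genes with somatic female-biased transcript levels in Additional file 10, 317 could be placed, and 89 of these (28.1%) lie on the X chromosome, with 42 on 2L, 56 on 2R, 63 on 3L, 64 on 3R and 3 on the fourth chromosome. Among the named female-biased genes of the set derived here, 78 of 294 placed genes (26.5%) are X-linked. The X-linked share was higher among the female-biased than among the male-biased genes in both versions of the set, but the difference between them was not tested.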

The previous study did not find any significant over- or underrepresentation on any chromosome for genes with adult somatic female-biased expression in the adult [14].

### Genes differentially expressed as a consequence *tra*

Next, genes were identified that were differentially expressed as a consequence of *tra*, a gene in the sex hierarchy that encodes a pre-mRNA splicing factor required for the production of the sex-specific *dsx *mRNA splice variants [35]. Transcript levels in chromosomally XX flies mutant for *tra *(hereafter called *tra *pseudomales) were compared to wild type female flies. The *tra *pseudomales produce DSX^M ^and look very similar to wild type males. Of the 420 genes that showed somatic sex-biased transcript levels, 95 genes were identified (72 female-biased and 23 male-biased) that are also significantly different between *tra *pseudomales and wild type females (one-tailed *t*-test, *q *< 0.15 for each test, Additional file 10). In this experimental design genes were required to be differentially expressed in three different genotype comparisons of male and female gene expression (CS, Berlin, and *tud*), precluding the identification of genes that are differentially expressed in only one strain. This is also true for the set of DSX-regulated genes identified below. 

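In the comparison of CS females with *tra* pseudomales, 1876 of 7587 array elements were called in a two-sided limma test. The largest differences among named elements were those of *Lysozyme X*, at a log2 ratio of 4.07 ± 1.00 (SD, n = 4; limma *q* = 0.000713), and *Larval serum protein 1 alpha*, at -3.54 ± 0.45 (SD, n = 4; limma *q* = 0.000123). Of the somatic set, 461 elements had values on at least 2 *tra* arrays, and 338 of these differed in the direction of the sex bias. The one-sided test retained 139 elements, 118 female-biased and 21 male-biased, among them 85 of the 97 elements (87.6%) of the paper's set. This number was 48 without *tud* replicate 1, 92 without *tud* replicate 3, 76 without *tra* replicate 3 and 74 without *tra* replicate 4, and 302 with a term for the dye orientation. CS female RNA enters both the CS and the *tra* arrays. In 20 simulations, unchanged *tra*, *dsx* D and XX *dsx* null arrays shared a simulated control with each other, and no element was retained. The measured CS arrays were kept in these simulations. A control shared between the CS and *tra* arrays was therefore not simulated, and its part in the set remains open.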

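The array element for *Sxl* (CG18350) had a log2 ratio of female over male of 1.47 ± 0.85 (SD, n = 6 arrays; limma *q* = 0.00181) in the wild type and 2.08 ± 0.41 (SD, n = 4; *q* = 0.00502) in *tud* progeny, above 0 on every array. The element for *tra* (CG16724) had a ratio of 0.65 ± 0.52 (SD, n = 7; limma *q* = 0.00774) in the wild type, above 0 on 6 arrays, and 0.58 ± 0.52 (SD, n = 4; *q* = 0.125) in *tud* progeny, above 0 on all 4. For *tra* in *tud* progeny the *q* value was 0.238 when replicate 1 was left out. Both *roX* transcripts were higher in males on every array that measured them. *roX1* (CR32777) was lower in females by a log2 ratio of -5.14 ± 1.03 (SD, n = 8; limma *q* = 1.98e-07) in the wild type and -7.82 ± 0.85 (SD, n = 4; *q* = 0.000404) in *tud* progeny. *roX2* (CR32665) had ratios of -2.91 ± 1.33 (SD, n = 8; limma *q* = 7.74e-05) and -3.72 ± 2.58 (SD, n = 4; *q* = 0.0604), and its *tud* replicates ranged from -5.54 to -0.07. Its *q* value in *tud* progeny rose to 0.168 without replicate 3.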

As a validation of our experimental approach, *Sxl*, *tra*, *roX1*, and *roX2 *are all sex-differentially expressed in somatic tissues (wild type and *tud *progeny comparisons). Only *tra *is differentially expressed in the chromosomally XX, *tra *pseudomale and wild type female comparison. This is expected as *Sxl*, *roX1*, and *roX2 *are not regulated downstream of *tra *in the sex determination hierarchy, but are regulated downstream of the primary determinate of sex, the X chromosome to autosome ratio (Figure 1; [reviewed in [36]]).

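In *tra* pseudomales the *tra* element was lower than in CS females on all 4 arrays, with a log2 ratio of female over pseudomale of 0.90 ± 0.27 (SD, n = 4; limma *q* = 0.0118). *roX1* had a ratio of -0.01 ± 0.39 (SD, n = 4; limma *q* = 0.55), with 2 arrays on each side of 0. *Sxl* had a ratio of -0.08 ± 1.18 (SD, n = 3; limma *q* = 0.52), and its values ranged from -1.40 to 0.87. With a term for the dye orientation its ratio was -0.41, in a fit where replicate 2 alone represents its orientation. Whether *Sxl* differed in *tra* pseudomales is therefore not settled by these arrays. *roX2* had no value on any *tra*, *dsx* D or XX *dsx* null array, so that its ratio could not be tested there. It had values on every array with an XY sample. Elements were kept with signal in at least 1 channel, so the missing values argue against *roX2* at male levels in *tra* pseudomales. In *dsx* D pseudomales, *roX1* was at -0.05 ± 0.20 (SD, n = 3), *Sxl* at 0.12 ± 0.94 (SD, n = 3) and *tra* at -0.09 ± 0.26 (SD, n = 3), with limma *q* values between 0.498 and 0.552. The paper reasons that *Sxl*, *roX1* and *roX2* are regulated by the X chromosome to autosome ratio and not downstream of *tra*.

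**Figure D1:**
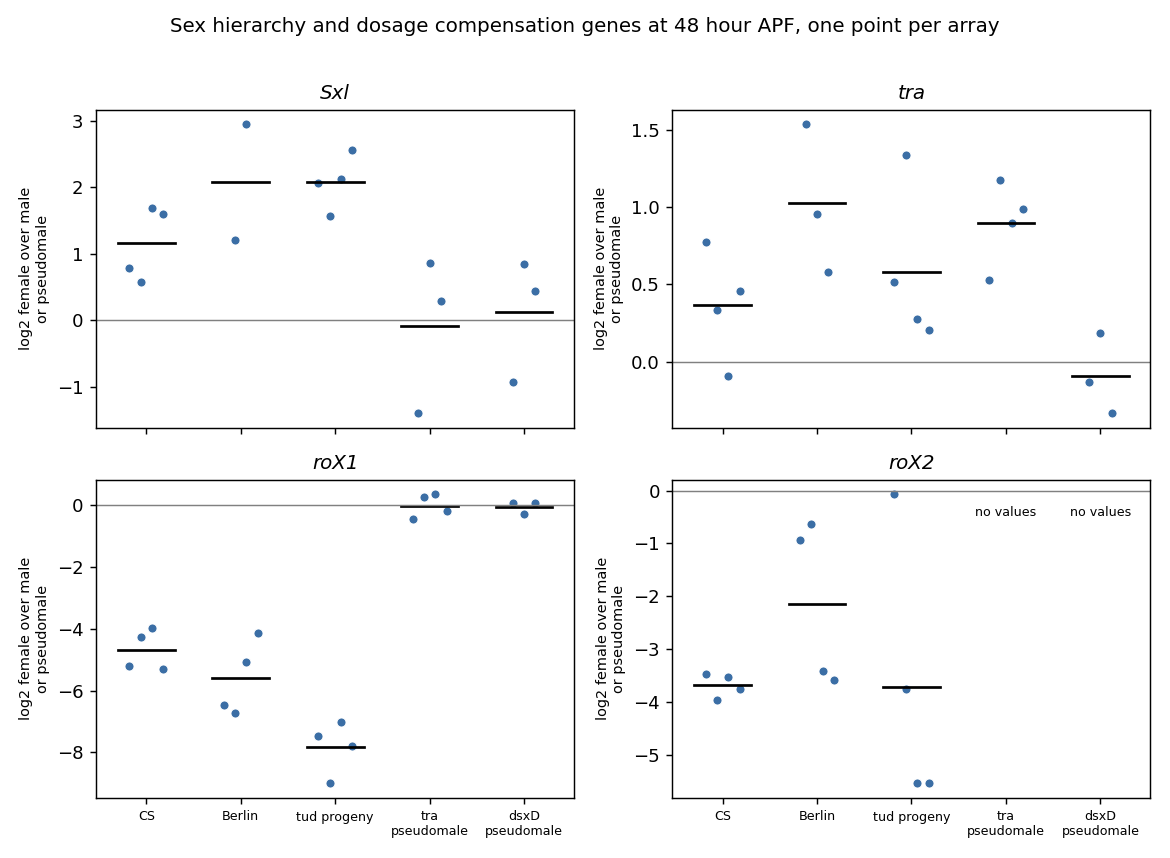
Log2 ratio of female over male (CS, Berlin, *tud* progeny) or of CS female over pseudomale (*tra*, *dsx* D) for the array elements of *Sxl*, *tra*, *roX1* and *roX2*; each point is 1 array and each bar the mean of its arrays. All *roX1* points of the CS, Berlin and *tud* comparisons lie at -3.96 or lower, and those of the pseudomale comparisons between -0.46 and 0.36.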

Of the 326 genes that are not regulated by TRA, a large portion (169) may be false negatives as their expression values are significant or close to significantly different (*q *< 0.30) in microarray experiments identifying genes regulated by *dsx *(see below). 

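Of the somatic set derived here, 357 array elements were outside the set regulated downstream of *tra*, and 148 of these had a one-sided limma *q* value below 0.30 in the direction of the sex bias in *dsx* D pseudomales.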

A gene regulated downstream of *dsx *should also be regulated downstream of *tra*. Another 19 have a *q *value close to the cutoff for significance in the *tra *microarray expression data (*q *< 0.30). 

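A further 22 array elements had a one-sided *q* value below 0.30 in *tra* pseudomales but not in *dsx* D pseudomales. After both groups were removed, 187 elements remained, 142 female-biased and 45 male-biased. For 31 of them the *tra* comparison had values on fewer than 2 arrays, and for 19 neither pseudomale comparison did, so that these were retained without having been tested. With the elements of Additional file 10 in place of the sets derived here, 332 elements lay outside the *tra* set and 137 remained.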

Removing these 188 genes from consideration still leaves a large number of genes (138 genes) that are sex-differentially expressed independently of *tra*. A significant number of these 138 genes (45 genes; *P *< 0.05, hypergeometric test) are located on the X chromosome. It is possible that differences in transcript levels of these genes is due to differences downstream of *Sxl*, or X chromosome composition in males and females, suggesting that the dosage compensation process does not completely normalize expression between males and females for all genes on the X chromosome.

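Of the 137 genes retained from the sets of Additional file 10, 134 could be placed, and 46 of these (34.3%) lie on the X chromosome. From the sets derived here, 39 of 124 placed genes (31.5%) are X-linked. These counts carry no test, for the reason given with the male-biased genes.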

### Genes differentially expressed as a consequence *dsx*

Next, gene expression between pupae that are transheterozygous for the *dsx*^*D *^allele [11] – an allele that only produces the male-specific isoform (DSX^M^) – and a *dsx *null deletion allele (*dsx*^*m*+*r*15^) was compared to gene expression in wild type females. These chromosomally XX, *dsx*^*D*^/*dsx*^*m*+*r*15 ^pseudomales look very similar to wild type males, as they only produce DSX^M^. Of the 95 genes that are sex-differentially expressed in somatic tissues and downstream of *tra*, 66 genes were identified as being regulated downstream of *dsx *(one-tailed *t*-test, *q *< .015). 

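Between CS females and *dsx* D pseudomales, 2194 of 8335 array elements were called in a two-sided limma test. Among the elements with a name, the largest difference toward CS females was that of *CG6337*, with a log2 ratio of 3.93 ± 0.53 (SD, n = 4; limma *q* = 2.88e-05). The largest toward *dsx* D pseudomales was that of *Larval serum protein 1 alpha*, at -2.95 ± 0.36 (SD, n = 4; limma *q* = 3.39e-05). The paper's time course lists *Larval serum protein 1 alpha* as female-biased in somatic tissues, so its difference here ran against that sex bias. Of the elements regulated downstream of *tra*, 98 had a one-sided *q* value below 0.15 in the direction of the sex bias, 79 of them female-biased and 19 male-biased. The Methods and Additional file 10 give 0.15 for this step, which was used here. The *tra* and *dsx* D comparisons share CS female RNA, and the correlation of their mean log2 ratios across elements was 0.454, compared with a mean of 0.305 and a maximum of 0.346 in simulations of unchanged groups against the same controls. In total 753 elements were called in both comparisons, and none in the simulations.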

Forty-six and 20 genes are more highly expressed in females and males, respectively, downstream of *tra *and *dsx *(Table 3 and Additional file 10).

**Table 3:** Genes expressed downstream of DSX at 48 hour APF.

**Sex-bias**	**Gene Name**	CG # *	**Ch**^†^	**FC**^‡^	**Functional Annotation**^ξ^
Male	*CG1342*	CG1342	3R	6.0	serine-type endopeptidase inhibitor activity
	*Osiris 11*	CG15596	3R	4.9	unknown
	*CG12063*	CG12063	3R	4.8	unknown
	*CG13535*	CG13535		4.2	unknown
	*SP71*	CG17131	X	4.0	unknown
	*CG32159*	CG32159	3L	6.5	unknown
	*Ecdysone-inducible gene E1*	CG32356	3L	4.8	lipoprotein binding; imaginal disc eversion
	*CG4386*	CG4386	2R	4.5	trypsin activity; proteolysis
	*miniature*	CG9369	X	3.8	cuticle pattern formation; epidermal cell differentiation
	*Osiris 21*	CG14925	2L	3.4	unknown
	*CG4702*	CG4702	3R	3.3	unknown
	*CG8420*	CG8420	3R	3.2	unknown
	*dusky-like*	CG15013	3L	3.1	structural constituent of cuticle
	*CG1499*	CG1499	3R	3.1	unknown
	*Ecdysone-inducible gene L1*	CG10717	3L	3.1	unknown
	*ectodermal*	CG6611	3L	3.0	unknown
	*vrille*	CG14029	2L	3.0	transcription factor activity; bristle morphogenesis
	*CG13728*	CG13728	3L	2.9	unknown
	*CG15020*	CG15020	3L	2.8	structural constituent of cuticle
	*CG15643*	CG15643	X	2.8	unknown
	*CG32354*	CG32354	3L	2.7	endopeptidase inhibitor activity
	*CG13078*	CG13078	2L	2.7	unknown
	*CG15589*	CG15589	3R	2.7	unknown
	*shavenoid*	CG13209	2R	2.7	wing hair biogenesis; antennal morphogenesis
	*CG10898*	CG10898	3R	2.5	DNA repair
	*CG13059*	CG13059	3L	2.3	unknown
	*CG4844*	CG4844	2R	2.3	unknown
	*CG31637*	CG31637	2L	2.2	sulfotransferase activity; carbohydrate metabolism
	*CG11438*	CG11438	3L	2.1	phosphatidate phosphatase activity; lipid metabolism
	*Dopa decarboxylase*	CG10697	2L	2.0	catecholamine metabolism; learning and/or memory
	*brother of iHog*	CG32796	X	2.0	ectoderm development; nervous system development
	*CG10249*	CG10249	2R	2.0	unknown
					
Female	*CG6337*	CG6337	2R	15.2	cysteine-type endopeptidase activity
	*CG31878*	CG31878	2L	11.9	structural constituent of cuticle
	*CG16884*	CG16884	2L	11.0	unknown
	*CG16885*	CG16885	2L	10.2	unknown
	*CG14752*	CG14752	2R	9.0	unknown
	*CG8927*	CG8927	3R	7.5	unknown
	*CG7330*	CG7330	3L	6.7	unknown
	*CG15251*	CG15251	X	6.5	unknown
	*CG12164*	CG12164	2R	6.1	unknown
	*CG10264*	CG10264	3R	6.0	unknown
	*Cuticular protein 97Eb*	CG15884	3R	5.9	structural constituent of cuticle
	*CG32694*	CG32694	X	5.6	unknown
	*CG16886*	CG16886	2L	5.3	unknown
	*b6*	CG3100	X	5.2	neuronal pentraxin receptor activity
	*Peritrophin A*	CG17058	X	5.2	chitin binding; chitin metabolism
	*CG10175*	CG10175	3R	4.9	carboxylesterase activity; phosphopantetheine binding
	*CG30427*	CG30427	2R	4.9	oxidoreductase activity
	*CG11380*	CG11380	X	4.8	unknown
	*CG15778*	CG15778	X	4.7	unknown
	*CG17829*	CG17829	X	4.5	nucleic acid binding; zinc ion binding
	*CG1441*	CG1441	2R	4.3	oxidoreductase activity
	*CG32645*	CG32645	X	4.3	transferase activity
	*CG32036*	CG32036	3L	4.2	chitin binding; chitin metabolism
	*CG14052*	CG14052	X	4.1	unknown
	*Cyp303a1*	CG4163	2L	4.1	sensory organ development; steroid metabolism
	*CG3244*	CG3244	2L	4.0	sugar binding
	*CG32499*	CG32499	X	3.8	chitin binding; chitin metabolism
	*CG32550*	CG32550	X	3.7	unknown
	*CG10051*	CG10051	2R	3.7	unknown
	*CG13931*	CG13931	3L	3.6	unknown
	*Pherokine 3*	CG9358	2R	3.6	protein kinase activity; gametogenesis
	*CG17707*	CG17707	X	3.5	unknown
	*CG14534*	CG14534	2L	3.5	nutrient reservoir activity
	*Cuticular protein 50Ca*	CG13338	2R	3.5	structural constituent of cuticle
	*CG13138*	CG13138	2L	3.5	unknown
	*CG9021*	CG9021	2L	3.4	unknown
	*GV1*	CG12023	3L	3.4	DNA binding
	*CG14770*	CG14770	X	3.4	unknown
	*CG15322*	CG15322	X	3.3	unknown
	*CG7031*	CG7031	3R	3.3	unknown
	*Cuticular protein 97Ea*	CG6131	3R	3.3	structural constituent of cuticle
	*CG14218*	CG14218	X	3.3	serine-type endopeptidase activity
	*CG33299*	CG33299	2L	3.3	unknown
	*CG17777*	CG17777	X	3.2	unknown
	*CG15055*	CG15055	X	3.2	unknown
	*CG1561*	CG1561	X	3.1	unknown
	*CG1702*	CG1702	X	3.0	glutathione transferase activity; defense response
	*CG12057*	CG12057	X	2.9	unknown
	*CG13616*	CG13616	3R	2.9	unknown
	*CG17032*	CG17032	3L	2.9	unknown
	*CG6592*	CG6592	3L	2.9	chymotrypsin activity; proteolysis
	*HDC15381*	CG33342	3R	2.8	unknown
	*Cuticular protein 51A*	CG10112	2R	2.8	structural constituent of cuticle
	*CG8192*	CG8192	2R	2.8	unknown
	*CG5873*	CG5873	3R	2.7	peroxidase activity; defense response
	*Peroxidase*	CG3477	3R	2.7	peroxidase activity; phagocytosis, engulfment
	*CG14946*	CG14946	2L	2.6	oxidoreductase activity; binding
	*LCBP1*	CG8756	3L	2.6	chitin deacetylase activity; open tracheal system
	*SRY interacting protein 1*	CG10939	2R	2.5	cell homeostasis; ion transport; olfactory behavior
	*flightin*	CG7445	3L	2.5	muscle thick filament assembly
	*obstructor-A*	CG17052	X	2.5	chitin binding; chitin metabolism
	*Gfat1*	CG12449	3R	2.5	sugar binding; carbohydrate biosynthesis
	*CG6739*	CG6739	2L	2.5	unknown
	*CG13062*	CG13062	3L	2.5	unknown
	*CG5506*	CG5506	3L	2.4	unknown
	*dpr13*	CG33996	2R	2.4	unknown
	*CG7047*	CG7047	3L	2.4	unknown
	*CG9850*	CG9850	2R	2.4	metallopeptidase activity; cell proliferation
	*CG30101*	CG30101	2R	2.4	unknown
	*omega*	CG32145	3L	2.4	peptidase activity; signal transduction
	*CG4404*	CG4404	X	2.4	DNA binding
	*lethal (2) essential for life*	CG4533	2R	2.3	embryonic development; protein folding
	*CG32816*	CG32816	X	2.3	unknown
	*CG14191*	CG14191	X	2.3	unknown
	*CG7135*	CG7135	X	2.2	unknown
	*pgant2*	CG3254	2L	2.2	protein amino acid glycosylation
	*CG8358*	CG8358	3R	2.1	neprilysin activity; proteolysis; signal transduction
	*CG12523*	CG12523	3L	2.1	unknown
	*melted*	CG8624	3L	2.1	specific transcriptional repressor activity; development
	*CG9134*	CG9134	3L	2.1	sugar binding
	*CG9328*	CG9328	2L	2.1	unknown
	*serpentine*	CG32209	3L	2.1	chitin metabolism; tracheal system development
	*CG4484*	CG4484	3L	2.1	sucrose:hydrogen symporter activity
	*CG16820*	CG16820	2L	2.1	unknown
	*CG9990*	CG9990	3R	2.1	ATPase activity; transporter activity; ATP binding
	*CG13188*	CG13188	2R	2.1	unknown
	*Limpet*	CG32171	3L	2.0	transcription factor activity; development

All genes listed had at least a 2.0-fold difference in transcript abundance when comparing XX *dsx*^*D *^pseudomales to wild type females at 48 hour APF. For the full lists of genes regulated as a consequence of *dsx*, see Additional file 10. * Annotation symbol from Flybase. ^† ^Chromosomal arm on which the gene is located. ^‡ ^Fold change difference between the sexes. ^ξ^GO annotations for each gene as listed in Flybase.

Aside from the *tra *gene itself, 28 genes were differentially regulated by TRA, but were not differentially expressed between *dsx*^*D *^and wild type females. 

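Without the element for *tra* itself, 40 array elements of the set derived here were not called in *dsx* D pseudomales. Of the 97 elements of the paper's set, 70 were called in *dsx* D pseudomales and 26 were not, leaving out *tra*. Whether the difference in *dsx* D pseudomales was smaller than that in *tra* pseudomales was not tested for these elements.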

If genes that are close to the significance level (*q *< 0.30; 6 genes) and genes with expression data in only one or two *dsx*^*D *^comparisons (3 genes) are removed, 19 genes remain that are downstream of *tra*, but not *dsx*. 

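Removing 9 array elements with a *q* value below 0.30 and 5 elements with values on 1 or 2 *dsx* D arrays left 26 elements, of which 25 were female-biased. In *dsx* D pseudomales, 15 of these 26 had a mean log2 ratio in the direction opposite to the sex bias. From the paper's own set, 19 elements were left after the same removals.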

Interestingly, none of these genes are significantly differentially expressed in similar experiments examining FRU^M ^regulation at this stage (data not shown). This suggests either an alternate branch of the sex-hierarchy downstream of *tra*, possibly through *dissatisfaction *[37], or the possibility of additional genes on which TRA acts to sex-specifically splice their pre-mRNAs, leading to differential abundance of transcripts due to differences in mRNA stability.

Requiring a gene to show statistical differences in expression in all direct microarray experiments yields a high confidence set of true positives regulated downstream of *dsx*, but will likely generate false negatives. To identify additional *dsx *regulated genes that might have been missed because of the stringency of having to pass multiple tests, genes were included that showed sex-differential, somatic expression, but which were not differentially expressed in the *tra *microarray comparisons. These genes were required to be significantly differentially expressed in the *dsx*^*D *^comparisons at a more stringent level (*q *< 0.05) to avoid false positives. This yielded an additional 107 genes, with 75 and 32 showing female- and male-biased expression, respectively (Table 3 and Additional file 10). This study thus identified 173 genes regulated as a consequence of *dsx *(DSX set; 121 and 52 genes with female- and male-biased expression, respectively).

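At a one-sided limma *q* value below 0.05 in *dsx* D pseudomales, 92 further array elements of the somatic set were included, 63 female-biased and 29 male-biased. For 3 of them the *tra* comparison had values on fewer than 2 arrays.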

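Together these made up 190 array elements, 142 female-biased and 48 male-biased, which include 142 of the 176 elements (80.7%) of the paper's DSX set. Most of the dependence on single arrays came from the *tud* step, since the set held 55 elements without *tud* replicate 1, 109 without replicate 2 and 124 without replicate 3, and between 160 and 203 without any other array. In simulations where unchanged pseudomale and XX *dsx* null arrays shared a control with each other, but not with the CS arrays, no element passed all steps. Over the 175 elements of the paper's DSX set with values in the wild type, *tud* progeny and *dsx* D pseudomales, the median log2 difference in the direction of the bias was 0.54 in the wild type, 1.06 in *tud* progeny and 1.30 in *dsx* D pseudomales. In *tra* pseudomales, with values for 169 of the elements, it was 0.42, but a call in *tra* pseudomales was not required for membership of this set.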

Several of the genes with male- and female-biased expression in the DSX set with the highest fold change include those with products that might be involved in epithelial morphogenesis, imaginal disc morphogenesis or cuticle formation, based on their sequence identity. 

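The element for *ImpE1* (CG32356) had a log2 ratio of CS female over *dsx* D pseudomale of -2.25 ± 0.17 (SD, n = 3 arrays; limma *q* = 0.000183), a 4.77-fold difference, compared with -0.20 ± 0.30 (SD, n = 8; *q* = 0.0686) between wild type females and males and -0.99 ± 0.46 (SD, n = 4; *q* = 0.0406) between female and male *tud* progeny. *miniature* (CG9369) had a ratio of -1.91 ± 0.34 (SD, n = 4; limma *q* = 0.000175), or 3.76-fold, in *dsx* D pseudomales and of -0.22 ± 0.46 (SD, n = 8; *q* = 0.0992) in the wild type. Its one-sided *q* value in *tud* progeny was 0.158, so that it was not in the set derived here. *dusky-like* (CG15013) had a ratio of -1.64 ± 0.16 (SD, n = 4; limma *q* = 0.000166), or 3.11-fold, in *dsx* D pseudomales and of -0.27 ± 0.64 (SD, n = 8; *q* = 0.108) in the wild type. In the wild type the calls of *miniature* and *dusky-like* depended on single arrays, with *q* values of 0.189 without Berlin replicate 1 and 0.169 without CS replicate 2. In *tud* progeny *dusky-like* was at -0.78 ± 0.57 (SD, n = 4; limma *q* = 0.0882), and its *q* value rose to 0.204 without replicate 3.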

The 52 genes with male-biased expression contains seven such genes, including ecdysone inducible *ImpE1 *(FC = 4.8), *miniature *(FC = 3.8), and *dusky-like *(FC = 3.1). Among the 15 genes with the highest female-biased expression, four encode proteins with cuticular domains (*Cuticular protein 97Eb*, *50Ca*, *97Ea*, and *51A*; FC = 5.9, 3.5, 3.3, and 2.8, respectively), as well as *obstructor-A *(FC = 2.5) and *abdominal A *(FC = 1.6). 

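In *dsx* D pseudomales the log2 ratio of CS female over pseudomale was 2.57 ± 0.64 (SD, n = 4 arrays; limma *q* = 0.00019) for *Cpr97Eb* (CG15884), 1.81 ± 0.34 (SD, n = 4; *q* = 0.000222) for *Cpr50Ca* (CG13338), 1.73 ± 0.59 (SD, n = 4; *q* = 0.00104) for *Cpr97Ea* (CG6131) and 1.48 ± 0.23 (SD, n = 2; *q* = 0.00628) for *Cpr51A* (CG10112). *obstructor-A* (CG17052) had a ratio of 1.32 ± 0.26 (SD, n = 4; limma *q* = 0.000699) and *abdA* (CG10325) of 0.63 ± 0.09 (SD, n = 4; *q* = 0.0138), all of them above 0 on each array. Ordered by this ratio, the elements of these genes take the ranks 12, 35, 42, 54, 61 and 109 among the female-biased elements of the paper's DSX set. Between wild type females and males the ratios were 0.52 ± 1.11 (SD, n = 4; limma *q* = 0.119) for *Cpr97Eb*, 1.49 ± 1.43 (SD, n = 8; *q* = 0.00827) for *Cpr50Ca*, 0.88 ± 0.68 (SD, n = 8; *q* = 0.00344) for *Cpr97Ea* and 0.65 ± 0.64 (SD, n = 8; *q* = 0.0121) for *Cpr51A*. The value of *Cpr51A* combines a ratio of 0.13 in CS (*q* = 0.292 by limma) with 1.16 in Berlin, a difference between the strains that was itself called (*q* = 0.0979), and *Cpr97Eb* was at -0.22 in CS and 1.25 in Berlin (n = 2 each), a difference that was not called (*q* = 0.28). The call of *Cpr97Eb* in the wild type was lost when each array was centered on its median (log2 ratio 0.45, *q* = 0.157). In *tud* progeny the one-sided *q* value of *Cpr51A* was 0.178, above the threshold, and leaving out replicate 1 raised the two-sided *q* values of *Cpr97Eb*, *Cpr97Ea* and *obstructor-A* to 0.176, 0.253 and 0.221.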

While it has long been recognized that cuticle deposition is tied to tissue morphogenesis and both are developmental events occurring during the middle of metamorphosis, the identification of several genes likely involved in sex-specific aspects of this process had not been determined until this study.

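The log2 ratio of CS female over *dsx* D pseudomale was 1.31 ± 0.29 (SD, n = 4 arrays; limma *q* = 0.000809) for *flightin* (CG7445), 1.00 ± 0.43 (SD, n = 4; *q* = 0.00677) for *Limpet* (CG32171), 0.90 ± 0.32 (SD, n = 3; *q* = 0.0159) for *CG31781* and 0.90 ± 0.06 (SD, n = 4; *q* = 0.00255) for *Sarcoplasmic calcium-binding protein 1* (CG15848). *Tropomyosin 1* (CG4898) is represented by a pair of elements, with ratios of 0.78 ± 0.28 and 0.55 ± 0.13 (SD, n = 4; limma *q* = 0.0108 and 0.0264). Between wild type females and males these ratios were lower, from 0.24 ± 0.44 (SD, n = 8; limma *q* = 0.0757) for 1 element of *Tropomyosin 1* to 0.71 ± 0.55 (SD, n = 8; *q* = 0.00431) for *flightin*. In *tud* progeny they lay between 0.43 ± 0.20 (SD, n = 4; limma *q* = 0.087) for *CG31781* and 1.09 ± 0.29 (SD, n = 4; *q* = 0.0199) for *Sarcoplasmic calcium-binding protein 1*. The *tud* calls of *flightin* (*q* = 0.164) and both *Tropomyosin 1* elements (*q* = 0.195 and 0.264) were lost without replicate 1, and that of *CG31781* (*q* = 0.219) without replicate 4. The wild type call of the weaker *Tropomyosin 1* element was lost without Berlin replicate 1 (*q* = 0.162).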

Six genes with female-biased expression regulated downstream of DSX at 48 hour APF have products with functions in the muscle or muscle differentiation (*flightin, Limpet*, *CG31781*, *Tropomyosin 1*, *abdominal-A *and *Sarcoplasmic calcium-binding protein *[7,38-42]). This suggests that aspects of pupal muscle development occur in temporally distinct manner between males and females, and that this differential timing is regulated by DSX. It is not clear is if this is due to the development of sex-specific muscles or due to differences in the developmental rate of non-sex-specific muscles between males and females.

### Characterization of the modes of DSX regulation

In our previous microarray study examining modes of DSX-regulated gene expression at the adult stage in head tissues, a large number of sex-biased genes were found that were either activated or repressed as consequence of *dsx *activity in both males and females, but the extent of activation or repression was sex-specific [43,44]. This mode of regulation was distinct from the previous descriptions of DSX-regulated gene expression based on the only known direct targets of DSX, *Yolk protein 1 *(*Yp1*) and *Yolk protein 2 *(*Yp2*). DSX^F ^activates *Yp1 and Yp2 *expression in the female fat body and DSX^M ^represses *Yp1 and Yp2 *expression in the male fat body tissues [45].

To test if the set of genes regulated as a consequence of DSX activity contains genes that may be directly regulated by DSX, it was determined if the known DSX binding site sequences are present in the regulatory region of these genes [46]. We searched for the presence of two DSX binding sites in the DNA sequence 2000 base pairs upstream from the transcription start and within the first intron, for each gene in our list (see Methods for search criterion) [45]. Two DSX-binding sites were identified in 46 of the 165 (28%) DSX-regulated genes, a statistical overrepresentation as compared to all genes in the genome (*P *= 0.0002, hypergeometric test), suggesting that a fraction of the genes identified here may indeed be direct targets of DSX. We note that in this study regulation by DSX may be direct or indirect.

To determine the modes of regulation by DSX in pupal stages, gene expression was compared between chromosomally XX and XY *dsx *null flies and wild type females and males, respectively (hereafter called *dsx *null comparisons). Data was examined for the 173 genes we identified here as being downstream of *dsx *(DSX set; Table 3 and Additional file 10). Fifteen genes did not have enough expression data for statistical analysis or were not significantly differential expressed in either *dsx *null comparison and were therefore not considered for further analysis. 

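Two-sided limma tests were run separately on the 4 arrays of CS females with XX *dsx* nulls, where 2775 of 6867 array elements were called, and on the 4 arrays of CS males with XY *dsx* nulls, where 6943 of 8583 were called, 2938 higher and 4005 lower in CS males. Of the paper's DSX set, 15 elements were called in neither comparison. For 12 of them the XX comparison had values on fewer than 2 arrays, and only 2 had values on at least 2 arrays in both comparisons.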

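In both *dsx* null comparisons, 154 array elements of the paper's DSX set, representing 151 genes, had a *q* value below 0.15. With each *dsx* null array left out in turn, this number of elements stayed between 145 and 152. Of the 190 elements of the set derived here, 174 were called in both comparisons. Because the *dsx* D and XX *dsx* null comparisons both use CS female RNA, their mean log2 ratios share part of their chance variation, and their correlation across elements was 0.772, compared with 0.275 on average and 0.356 at most in simulated unchanged groups.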

Of the remaining 158 genes, 151 show significant differential expression (*q *< 0.15) in both *dsx *null comparisons, which suggests regulation downstream of both DSX^F ^and DSX^M ^activity. The remaining seven genes (2 and 5 male- and female-biased genes, respectively) only showed significant differential expression in one of the *dsx *null comparisons; these seven genes may possibly be regulated downstream of one isoform of DSX, a method of DSX regulation that was previously proposed for some genes with sex-differential expression in the adult [43,44].

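In the values analysed here, 7 array elements of the paper's DSX set were called in 1 of the comparisons only, of which 4 were female-biased and 3 male-biased. The call was in the XX *dsx* nulls for 3 and in the XY *dsx* nulls for 4 of them. Of the set derived here, 4 elements were called in 1 comparison only. Being called in 1 comparison and not in the other does not show that the effects differ.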

Of the 151 genes regulated as a consequence of *dsx *in both sexes, 104 of the genes had female-biased expression and were more highly expressed in wild type females and males as compared to *dsx *null females and males, respectively. This suggests that these genes are activated downstream of DSX in both females and males, but that DSX^F ^activity results in more potent activation. 

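Among the elements called in both comparisons, 107 elements of 104 genes were female-biased and higher in CS females and CS males than in the *dsx* nulls of the same chromosomal sex. The largest of these effects in XX *dsx* nulls was that of *CG16886*, at a log2 ratio of 5.93 ± 1.40 (SD, n = 4 arrays; limma *q* = 0.000272). Leaving out single *dsx* null arrays gave between 104 and 107 elements.

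**Figure D2:**
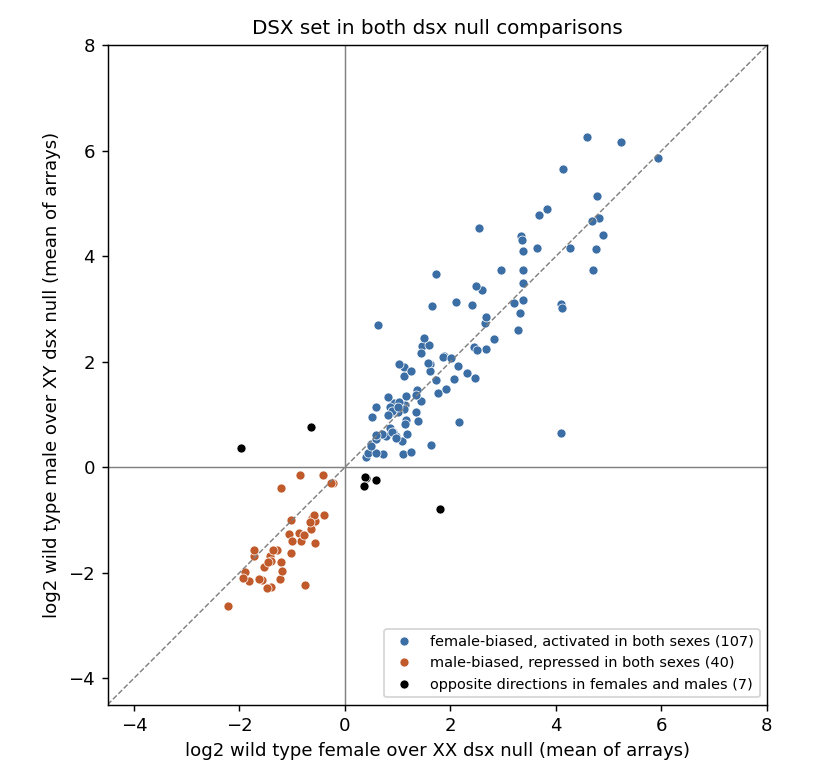
Mean log2 ratio of CS female over XX *dsx* null (horizontal axis) and of CS male over XY *dsx* null (vertical axis) for the elements of the paper's DSX set that were called in both comparisons; each point is 1 array element and the dashed line marks equal effects. The 107 elements activated in both sexes lie in the upper right, the 40 repressed in both sexes in the lower left, and 7 elements have opposite signs.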

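For the elements activated in both sexes, the median log2 ratio was 1.61 for CS female over XX *dsx* null and 1.82 for CS male over XY *dsx* null. The effect was larger in XX than in XY flies for 53 of the 107 elements. When the difference between both effects was tested with limma, 23 of them had a larger effect in XX flies and 33 a larger effect in XY flies at a *q* value below 0.15. The ratios were not scaled between the comparisons. The paper's inference on potency rests on the sex bias, which these sizes do not measure by themselves.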

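Of the male-biased elements, 40 were lower in CS females and CS males than in the *dsx* nulls of the same chromosomal sex. Their median log2 ratio was -1.12 for CS female over XX *dsx* null and -1.56 for CS male over XY *dsx* null, and the effect was stronger in XX flies for 6 of the 40. The difference between both effects was called for 25 of them, with the stronger effect in XX flies for 3 and in XY flies for 22.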

Forty of the 151 genes were male-biased and more highly expressed in male and female *dsx *null flies than in wild type males and females, suggesting these genes are repressed as a consequence of DSX activity in both males and females, but DSX^F ^activity results in more potent repression. Thus, the majority of genes that are regulated as a consequence of *dsx *are not regulated in the *Yp*-like mode of regulation, but rather are regulated similarly in both sexes, with gene expression downstream of one isoform resulting in more potent activation or repression, as previously described in our studies of adult head tissues [44]. 

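Of the 154 elements called in both comparisons, 147 (95.5%) had effects of the same sign in XX and XY flies. Across the 163 elements of the DSX set with values in both comparisons, the effects had a Pearson correlation of 0.932 and a Spearman correlation of 0.933. Outside the DSX set, 2006 elements were called in both comparisons, and 1708 of them (85.1%) had the same sign, with a Pearson correlation of 0.716 and a Spearman correlation of 0.551 over 6256 elements. From the effects of equal sign, the paper concludes that most genes downstream of *dsx* are regulated similarly in both sexes and not in the *Yp*-like mode.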

Interestingly, *Yp*-like regulation was observed for only seven genes in our pupal dataset: the genes with male-biased expression *CG8086 *and *CG14995 *and the genes with female-biased expression *abdominal-A *(*abdA*), *LpR1*, *CG10802*, *CG1441*, and *CG9485*. It is possible that the *Yp*-like mode of regulation may be the more common method of regulation for a particular class of genes (i.e., direct targets) or might be revealed to be the primary mode of *dsx *regulation when higher resolution analyses are performed.

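For *CG8086* the log2 ratio was -1.97 ± 0.19 (SD, n = 3 arrays; limma *q* = 0.000313) for CS female over XX *dsx* null and 0.36 ± 0.54 (SD, n = 3; *q* = 0.0659, above 0 on 2 of 3 arrays) for CS male over XY *dsx* null, and for *CG14995* the ratios were -0.65 ± 0.49 (SD, n = 4; *q* = 0.032) and 0.76 ± 0.32 (SD, n = 4; *q* = 0.00187). Both genes are in the paper's list of genes with male germline expression, most elements of which were lower in XY *dsx* nulls than in CS males. *CG1441* had ratios of 1.80 ± 0.13 (SD, n = 3; limma *q* = 0.000347) and -0.79 ± 0.53 (SD, n = 2; *q* = 0.0139). For *LpR1* (CG31094) they were 0.59 ± 0.33 (SD, n = 4; limma *q* = 0.0192) and -0.25 ± 0.38 (SD, n = 4; *q* = 0.0739), the latter with 2 of 4 arrays below 0. The wild type call of *LpR1* (0.14 ± 0.32, SD, n = 6; *q* = 0.147) was lost without Berlin replicate 4 (*q* = 0.283) and with centering (*q* = 0.196), and in *tra* pseudomales it went against the sex bias, at -0.42 ± 0.37 (SD, n = 4; two-sided *q* = 0.117). *CG10802* had ratios of 0.37 ± 0.14 (SD, n = 4; limma *q* = 0.0295) and -0.18 ± 0.10 (SD, n = 4; *q* = 0.0692), and *CG9485* of 0.39 ± 0.42 (SD, n = 3; *q* = 0.12) and -0.20 ± 0.10 (SD, n = 3; *q* = 0.0845). For all 7 genes the difference between the effects in XX and XY flies was itself called, with limma *q* values between 0.00597 and 0.0601. These genes were chosen for called effects of opposite sign on the same arrays, so this is not independent support. The contrast called 48.2% of all elements tested. *CG8086*, *CG10802* and *CG1441* were not in the somatic set derived here, because the one-sided *q* values of *CG8086* and *CG10802* in *tud* progeny were 0.25 and 0.195 and *CG1441* had values on 3 wild type arrays only. Several of the calls against the XY *dsx* nulls rested on single arrays. Without XY replicate 4 the *q* values of *CG10802* and *CG9485* rose to 0.152 and 0.192, without XY replicate 1 that of *CG8086* rose to 0.217, and without XY replicate 2 that of *LpR1* rose to 0.218. When each array was centered on its median, the calls of *CG10802* (*q* = 0.169) and *CG9485* (*q* = 0.192) against the XY *dsx* nulls were also lost. In the XX comparison the *q* value of *CG9485* was 0.332 without replicate 2.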

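The array element for *abdA* was higher in females on all 8 wild type arrays, with a log2 ratio of 0.76 ± 0.35 (SD, n = 8; limma *q* = 0.000325), and on all *tud* arrays, with 0.64 ± 0.10 (SD, n = 4; *q* = 0.0295). It was higher in CS females than in *tra* pseudomales by 0.48 ± 0.29 (SD, n = 4; limma *q* = 0.0725), a call that was lost without *tra* replicate 4 (*q* = 0.231). The log2 ratio was 0.36 ± 0.18 (SD, n = 3; limma *q* = 0.0719) for CS female over XX *dsx* null and -0.36 ± 0.23 (SD, n = 3; *q* = 0.0319) for CS male over XY *dsx* null, with every array on the same side of 0 within each comparison. Without XX replicate 1 the *q* value in the XX comparison was 0.214. The difference between both effects was 0.72 (limma *q* = 0.0279). *abdA* is in the paper's list of genes with female germline expression.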

*abdA*, which appears to be activated downstream of DSX^F ^in females and repressed downstream of DSX^M ^in males, is a well-characterized homeotic selector gene that was shown to be important for specifying segment identity [47,48]. In the time course analyses above, *abdA *was found to have female biased expression at 0, 24, 48, and 72 hour APF, with the highest expression difference between the sexes at 48 and 72 hour APF. Previous research examining 40–45 hour APF, suggested that ABD-A and DSX, along with Abdominal-B, act to regulate the expression level of a downstream target, *bric-a-brac*, and lead to differential abdominal pigmentation between males and females [49]. In that study it was shown that *abdA *transcript levels in the abdominal epidermis do not vary between *dsx *null animals and wild type animals, thus suggesting that *abdA *is not regulated by DSX in this tissue. The *dsx*-dependent differential expression of *abdA *that we observed could be due to expression in other tissues, since here whole pupae were analyzed. Indeed, *abdA *has been shown to be expressed and functional in several distinct tissues and cell types, including abdominal neuroblasts and the female genital disc [50,51].

The proposed modes of regulation were validated by additional microarray experiments in which the male and female isoforms of DSX were over-expressed (data not shown). Of the 158 genes in the DSX-regulated set for which DSX modes of regulation was examined, 47 did not show significant differential expression in the experiments when we either over-expressed DSX^F ^in females or DSX^M ^in males. Of the remaining 111 genes, 35 were male-biased; these genes showed decreased expression when DSX was over-expressed, either in one or both of the DSX isoform over-expression experiments. Similarly, of the remaining 76 female biased genes, 74 showed increased expression levels when DSX was over-expressed, either in one or both of the DSX isoform over-expression experiments. Only two genes with female-biased expression (*CG4484 *and *CG3244*) showed decreased expression levels when DSX^F ^was over expressed in females compared to control females, opposite of the predicted effect from our model.

## Conclusion

Here, an analysis of gene expression profiles underlying the developmental transitions that occur during metamorphosis in both wild type and germline-deficient males and females is presented. Many genes were identified that are expressed in somatic tissues of both males and females at five discrete times during development, with far fewer showing sex-differential expression in somatic tissues. The observation that about half of the genes identified with somatic, sex-differential expression show this pattern of expression at only one or two of the stages examined suggests that expression at these stages mediates distinct developmental events. Further molecular-genetic analyses of genes identified here will provide insight into their functional roles during development and how tissues that display little sexual dimorphism at the start of metamorphosis undergo patterning and morphogenesis to result in highly dimorphic adult structures. The analyses also identified genes expressed in either the male or female germline during pupal stages that were not previously shown to have germline-dependent expression or were not thought to be expressed as early as the pupal stages [7,15].

Differences in somatic, sex-differential expression were examined more extensively at the 48 hour APF stage. At this stage, the set of genes with somatic, female-biased transcript levels was overrepresented with genes located on the X chromosome. This could be a consequence of the increased amount of time, during the life history of *Drosophila*, that the X chromosome spends in females, resulting in a selection for genes that function in female somatic tissues on this chromosome; this idea that was previously suggested to explain the relative depletion of genes on the X chromosome that have male-biased expression [14,52].

Transcriptional differences between the sexes occurring downstream of *tra *and *dsx*, two sex determination hierarchy regulatory genes, were also examined at the 48 hour APF stage. The genes regulated as a consequence of *tra *and *dsx *that show high expression differences are overrepresented with those that encode proteins that function in epithelial morphogenesis, imaginal disc morphogenesis or cuticle formation. This set also includes the well-studied homeotic gene *abdA*. Further analyses of these genes will provide insight into how sex-specific developmental programs are integrated with other developmental programs. The observation that *abdA *is regulated as a consequence of *dsx*, suggests that during pupal stages, *dsx *might direct aspects of cell-fate identity, rather than acting in a parallel pathway to overlay sex-specific regulation information onto cells that are directed to their cell-fate identities in a non-sex-specific manner. Identifying the tissues that give rise to *abdA *sex-differential transcript abundances and determining how *dsx *regulates these differences are important future studies. The identification of genes regulated downstream of *tra *and *dsx *provides some of the first, large-scale, molecular insights into how the sex hierarchy instructs the changes that culminate in the production of sexually dimorphic adult male and females.

The data presented here broadens the idea that the *Yp*-like mode of *dsx*-regulated gene expression – in which DSX^M ^and DSX^F ^regulate a given gene with one acting as an inducer in one sex and the other acting as a repressor in the other sex – might be the case for a small set of genes [53,54]. In this study and our previous genomic studies [43,44], very few genes were identified that display that pattern. Our results extend the idea that many genes with sex-differential expression are either activated or repressed as a consequence of DSX^M ^and DSX^F ^activity in both sexes, but that the extent of activation or repression is sex-specific [44]. Therefore, for many genes, the consequence of *dsx *activity does not switch a gene on or off, but dials expression to high or low levels, resulting in sex-differential expression and ultimately sex-specific development.

This mode of gene regulation makes the most sense in cases where there are homologous structures in both males and females that undergo sex-specific modifications, like the sex-comb bristles on the foreleg in males or sex-specific differences in abdominal pigmentation, where similar sets of genes might be active in males and females, but to different extents. A similar idea was first suggested to explain foreleg bristle phenotypes in animals in which DSX was ectopically produced [55]. This mode of *dsx *gene regulation is more difficult to reconcile for cases where males and females have very different structures derived from different embryonic primordia, such as the genital disc primordia that give rise to the male and female internal and external genitalia. However, even in these tissues, similar batteries of genes might be used during metamorphosis to drive morphogenesis, but might have sex-specific spatial patterns, resulting in different transcript levels, consistent with what has been previously shown [reviewed in [56]], and consistent with our observations. It should be noted that higher resolution analyses of sex-differential gene expression for a given gene will likely reveal that the modes of *dsx*-regulated gene expression are much more complicated than can be predicted from whole animal microarray expression studies. Analyses of the spatial gene expression patterns and molecular and functional studies on the genes identified here are an important next step in understanding how *dsx*-regulated gene expression directs sex-specific development.

## Methods

### Fly collections and strains

Male and female flies were collected at the white pre-pupal stage between Zeitgeber time (ZT) 1 and ZT 4 and aged at 25°C for the following hours: 0, 24, 48, 72, and 96 (time course) or 48 (sex hierarchy mutants), and then snap frozen in liquid nitrogen. Wild type flies were Canton S (CS) and Berlin. Animals that lack germline tissues (called *tud *progeny) were the progeny of female *tud*^1^*bw*^1^*sp*^1 ^and male *y*, *w*, *P*[*w*^+*cM*^*UBI-GFP];ID-1 P [FRT(w*^*hs*^)]101. Female *tud *progeny had GFP expression and could be distinguished from males by fluorescence microscopy. Below, chromosomal sex for sex hierarchy mutant flies is indicated in parentheses. Chromosomally XX sex hierarchy mutants were identified based on the GFP marker on the X chromosome, derived paternally. *tra *pseudomales were the genotype *y*, *w*, *P *[*w*^+*cM*^*UBI-GFP]/+;tra*^1^/*Df(3L)st-j7 *(XX) and were compared to CS females. *dsx *pseudomales were *y*, *w*, *P*[*w*^+*cM*^*UBI-GFP]/+;dsx*^*D*^, *Sb*^1^, *e*^1^/*dsx*^*m*+*r*15 ^(XX), and compared to CS females. For the *dsx *null analyses, *P [w*^+*cM*^*UBI-GFP]/+; dsx*^*d*+*R*3^/*dsx*^*m*+*r*15 ^(XX) flies were compared to CS females and *dsx*^*d*+*r*3^/*dsx*^*m*+*r*15 ^(XY) flies were compared to CS males. All flies were kept at 25°C in a 12:12 hour light-dark cycle and grown using standard food media.

### Microarray experiments

All time course microarray experiments were conducted with three replicates; for every experiment, cDNA from the experimental genotype contained incorporated Cy3-labeled dUTP and cDNA from the reference sample contained incorporated Cy5-labeled dUTP. The common reference was comprised of RNA from CS flies of both sexes from all pupal stages. Microarray comparisons using RNA derived from sex determination hierarchy mutants were conducted with four replicates, with a dye-swap design; i.e. cDNA from each genotype contained incorporated Cy3-labeled dUTP in two experiments and contained incorporated Cy5-labeled dUTP in the other two experiments. RNA was isolated from ~30 pupae by homogenization and extraction using the TRIzol^® ^protocol (Invitrogen, Carlsbad, CA) and resuspended in 20 μL diethylpyrocarbonate (DEPC)-treated H_2_O.

cDNAs were directly labeled with Cy5 or Cy3 during the reverse transcription reaction; 30 μg of total RNA was used as a starting template. The reverse transcription reaction was performed for two hours at 42°C using the following reagents (values in parentheses are final molarity or final concentration): oligo dT primer (Operon, 3.75 μM), dithiothreitol (Invitrogen, 10 mM), First Strand Buffer (Invitrogen, 1×), dNTPs minus dTTP (Invitrogen, 0.5 mM), dTTP (Invitrogen, 50 μM), Cy-labeled dUTP (Perkin-Elmer, 0.625 nM), and Superscript II reverse transcriptase (Invitrogen, 10 U/μL). The reaction was stopped and RNA was hydrolyzed by a 20 minute incubation at 65°C with NaOH (167 mM) and EDTA (83 mM). After neutralizing by adding HEPES buffer (pH8.0; 294 mM) and sodium acetate (pH5.2; 228 mM), cDNA samples were purified (Gel-Purification Kit, Qiagen, Valencia, CA). cDNA samples were then dried and resuspended in formamide (56%), sodium citrate buffer (SSC, 3.37×), SDS (1.12%), Denhardts (5.62×), and Polyadenylic acid potassium salt (0.9 mg/ml; Sigma-Aldrich, St. Louis, MO). Samples were boiled for 2 minutes and then applied to microarray slides underneath a LifterSlip (Erie Scientific, Portsmouth, PA). Microarrays were hybridized at 42°C for 14–18 hours, then washed in a solution of 1.5% SDS and 1 × SSC for 5 minutes, a solution of 0.20 × SSC for 5 minutes, and two solutions of 0.05 × SSC for 10 minutes each.

### Microarray production and analysis

The oligonucleotide set that was printed on the glass slides consisted of 15,156 oligonucleotides, representing the full predicted set of transcribed regions of the *D. melanogaster *genome, including 14,454 known and predicted open reading frames and an additional 702 control spots. The 14,454 oligonucleotides represent 13,820 unique genes. Throughout the paper, the number of genes identified is reported, while the Additional files contain information on the specific transcripts for each gene, including multiple transcripts identified for the same gene. The oligomer set was designed by the International Drosophila Array Consortium (INDAC; ) based on release 4.1 of the *D. melanogaster *genome using a custom implementation of OligoArray2 [57]. The oligonucleotides were designed with sizes ranging between 65–69 nucleotides, a minimal Tm window, bias towards the 3'-ends of transcripts, and minimal sequence similarity to other genes [58]. The oligonucleotides were synthesized by Illumina (San Diego, CA); sequences can be downloaded from FlyMine: . Additionally, microarrays used for the time course analyses and the *dsx *null analyses contained additional array elements for *Sxl*, *tra*, the female-specific splice form of *dsx *(*dsx*^*F*^), the male-specific splice form of *dsx *(*dsx*^*M*^), the *fru *transcript that is sex-specifically spliced to produce FRU^M ^(*fru P1*), and each of three of the *fru *DNA-binding domains (f*ru*^*A*^, *fru*^*B*^, and *fru*^*C*^). Sequences for these oligonucleotides can be found in Additional file 11. All microarrays were printed in the laboratory of Dr. Eric Johnson at the University of Oregon (Eugene, OR) using slides coated with aldehyde chemistry and were postprocessed using the Nunc SuperChip Aldehyde protocol (Thermo Fisher Scientific, Waltham, MA).

All arrays were scanned using the GenePix 4100A scanner and GenePix Pro 5.0 software from Axon Instruments (Molecular Diagnostics, Sunnyvale, CA). Visual inspection of the microarray images filtered out florescence most likely not due to labeled cDNA binding; the data from these array elements was discarded. Array elements were only considered for further analysis if at least one channel (Cy3 or Cy5) had greater than 75% of the pixels with intensity values one standard deviation above background levels. All microarray normalization and statistical analyses were performed using the LIMMA package of BioConductor in the program R [16,59-61]. Global-loess normalization was used for all arrays, and significance was converted to *q *values using the *q *value application for R [13].

To determine the experimental reproducibility for the time course study, correlation values between replicates of each experiment were determined using Pearson's correlation on the logarithm of the ratio values for every oligonucleotide on the microarray. For each experiment, pair-wise Pearson correlation comparisons were performed on the three microarray replicates. All comparisons between replicates for the *tud *progeny experiments of the time course microarray study had correlations >0.75 and 27 of the 30 replicate comparisons had correlations >0.80. All comparisons between replicates for the wild type experiments in the time course microarray study had correlations >0.68 and 28 of the 30 replicate comparisons had correlations >0.80. See Additional file 4 for correlation values.

To identify the number of genes expressed during metamorphosis, we required a gene to have statistically analyzable expression data for at least one time point, in either of the sexes. See Additional file 4 for numbers of genes with expression during metamorphosis in males and females for both wild type (CS) pupae and *tud *progeny pupae.

Microarray data can be accessed at NIH GEO database with the following GEO accession number: GSE11316.

### Clustering of time course microarray expression data

Clusters were generated using the *tud *progeny data and the program Cluster [20]. Genes in the cluster must have had expression values for at least three of the five time points from both the *tud *progeny females and male datasets to be included in the cluster. The logarithms of the ratio values for each gene in each sex were median-centered and clustered. For clustering, we used Pearson correlation as the distance measure and defined similarity between clusters using average-linkage clustering. The cluster files outputted were imaged and analyzed using Java TreeView [62]. Co-regulated clusters were defined as any group of genes for which the average correlation was at least 0.80 and contained at least 15 members. All correlations between the clusters are <0.80 and only 31 of 703 pair-wise comparisons between clusters have correlations >0.70, demonstrating a high degree of separation between the clusters. In Additional file 6, the average expression for the genes in each cluster from the wild type male and female experiments is included; the data from each wild type sex is also median-centered separately, but was not used to mathematically generate these clusters.

The graphical images in Figure 3 were generated by averaging the logarithm of the ratio data for all member genes of each cluster at each time point. The cluster intensities represent the combined average for male and female *tud *progeny. Peaks and troughs for gene expression in each cluster were determined as follows: for each cluster, the mean of gene expression at all time points was calculated. A time point was considered to be at a peak if the average gene expression at a particular time point was greater than 2/3 of a standard deviation above the mean. Conversely, a time point was considered to be in a trough if the average gene expression at a particular time point was 2/3 of a standard deviation below the mean. To determine if the mean expression values of the declared peaks and troughs were significantly different than expected at random, a re-sampling analysis was conducted as follows: for each cluster, let *n *be the number of genes in the cluster. For each time point, *n *expression values were randomly selected with replacement from the list of all expression values from all time points in the cluster and the mean expression value was determined for each time point. This was repeated with 10,000 permutations and significance was declared if a peak or trough had a mean expression value greater than or less than, respectively, 99% of randomly permuted averages.

The dendrograms shown in Figure 5 were produced using the logarithms of the ratio data for every annotated gene spotted on the microarray, not including control spots. Clusters were generated using the program Cluster [20], Pearson correlation as the distance measure, and average-linkage clustering to define similarity between clusters. The outputted cluster files were then imaged using Java TreeView [62] and the resulting dendrograms were exported. Confidence values for each node were generated using the statistical package Pvclust in R [63]. Confidence values using the approximately unbiased *P *value were generated from multi-scale bootstrap resampling.

### Statistical analysis of overrepresented features

For all of the statistical analyses below, significance was declared if *P *< 0.05. Significant overrepresentations of functional annotations were generated with the program DAVID [22]. Unique GenBank accession number identifiers for the gene list and the whole set of unique GenBank accession numbers for all possible transcripts in the full array set (13,614 genes total) were used. When searching for overrepresented functional annotations using DAVID, the following categories were selected: all levels (or only Level 4) of each of the three Gene Ontology (GO) categories, Uniprot Sequence Features, Swiss-Prot Keywords, KEGG metabolic pathways, InterPro domains, PIR superfamily names, and SMART domains [64-69]. The gene ontology enrichment function in FlyMine, an integrated database for *Drosophila *and *Anopheles *genomics [23], was used as a secondary method to confirm the DAVID results. All functional categories presented in Figure 3 and all functional categories discussed in the text were found to be significantly overrepresented (*P *< 0.05) by FlyMine. Furthermore, the results from DAVID were additionally confirmed with FlyMine by identifying the ten most significant GO terms as determined by DAVID for each of the eight clusters described in detail in the text (a total of 80 functional terms). Sixty-four of these 80 significant functional groups (84%) identified by DAVID were also found to be significantly overrepresented (*P *< 0.05) by FlyMine.

Additionally, our own program was used to determine overrepresentation of chromosomal location and conserved genes in the clusters. This code used a gene's Flybase number as the unique identifier and the background set consisted of the whole set of unique Flybase numbers for all possible transcripts in the full array set (13558 genes total). Code is written in Java and is available upon request. Significance was declared using the binomial approximation of the hypergeometric test on the list of unique identifiers, with all possible unique identifiers in the full array set as background. Genes whose coding regions overlap with the 2,500 most conserved DNA elements, as generated by PhastCons [70] was determined. These highly conserved sequences range from hundreds to thousands of base pairs in length. In the previous study [70], multiple alignments of the genomic sequences of four insect species were used to determine conservation.

### Statistical analysis of differential expression during metamorphosis using F-statistics implemented in LIMMA

To identify genes with significant differential expression between the sexes or across time, a two-tiered approach using F-statistics was implemented (see Additional file 1 for more details). First, using contrasts in LIMMA [16], genes were identified with significant differences in expression according to time, sex, or the sex-time interaction (*q *< 0.15). Genes with significant differential expression in sex or the sex-time interaction were considered to be sex-biased, identifying 258 genes with sex-differential expression in the somatic tissues during metamorphosis. The 258 genes identified as having sex-differential expression according to the above criteria were further analyzed to determine at which stage(s) they show sex-differential expression. These analyses were conducted using moderated *t*-tests in LIMMA (*q *< 0.15) comparing the mean expression values of *tud *progeny males and females at each of the five time points for which expression data was generated (0, 24, 48, 72, and 96 hour APF).

To identify genes that are expressed in the male and female germlines during metamorphosis, a similar approach was implemented (see Additional file 1 for more details). First, genes were identified with male- or female-biased expression in the wild type tissues using LIMMA contrasts with sex as the independent factor (*q *< 0.15). We expect genes with germline expression to be highly expressed, and as such we required genes with significant differential expression to also have at least a 1.2 fold difference in expression between the sexes. To identify genes expressed in the male germline, a LIMMA contrast analysis on the wild type male and male *tud *progeny data was performed, with genotype as the independent factor. Genes expressed in the male germline were those male-biased genes that additionally had significantly greater expression in the wild type males than *tud *progeny males (genotype as independent factor;*q *< 0.15). These genes were additionally required to show at least a 1.2 fold increase in expression in wild type males as compared to *tud *progeny males. In addition, to avoid false negatives, genes were included that are expressed in wild type males for at least four of the five time points examined and which have no expression data in the wild type female and male *tud *progeny experiments. The set of genes with expression in the female germline was defined in a similar manner, using the female wild type and *tud *progeny expression data.

### Statistical identification of genes expressed downstream of the sex-determination hierarchy

To identify genes with sex-differential expression in the somatic tissues downstream of the sex hierarchy, genes with significant expression differences between male and females flies were first identified (the CS and Berlin experimental data was analyzed together; *q *< 0.15). The list was refined by requiring a gene to also be significantly, differentially expressed (*q *< 0.15; one tailed *t*-test) between male and female *tud *progeny (sex-differential expression was required to be in the same direction for the wild type and *tud *progeny experiments). The list was further refined to identify genes regulated downstream of *tra*, by identifying genes that were differentially expressed (*q *< 0.15; one-tailed *t*-test) between females and *tra *pseudomales. Here, it was required that genes with female-biased expression have higher expression in wild type females and genes with male-biased expression have higher expression in *tra *pseudomales.

Finally, genes expressed downstream of *dsx *in somatic tissues, were identified by refining the list of genes expressed downstream of *tra*, and requiring a gene to be significantly differentially expressed (*q *< 0.15; one-tailed *t*-test) between females and *dsx*^*D *^pseudomales. Here it is assumed that genes with female-biased expression have higher expression in wild type females and genes with male-biased expression have higher expression in *dsx*^*D *^pseudomales. To avoid false negatives in the identification of genes regulated downstream of *dsx*, which might have resulted from genes that failed to be significantly, differentially expressed in the *tra *pseudomale comparison, the DSX-regulated gene set was extended to include genes that were differentially expressed between wild type males and females (CS and Berlin; *q *< 0.15), *tud *males and females (*q *< 0.15), and female and *dsx*^*D *^pseudomales at a more stringent statistical threshold (*q *< 0.05), thus excluding the requirement that the gene was differentially expressed in the *tra *experiments. To examine DSX modes of regulation, the genes regulated downstream of *dsx *were examined that displayed significant differential expression (*q *< 0.15) in either of the *dsx *null comparisons.

### Identification of DSX binding sites in regulatory sequences

To identify the presence of DSX binding sites in the regulatory regions of Drosophila genes, we used the known DSX binding site (ACAAWGT) [46]. We searched for the presence of two DSX binding sites in a region containing 2000 base pairs upstream from the transcription start and the first intron for each gene. In total, 13,449 genes were included in the search; the genomic sequence was determined from Release 4.0 of the Drosophila genome. Overrepresentation of genes with the DSX-binding was determined using a hypergeometric test compared against all genes in the Drosophila genome.

## Abbreviations

APF: (after puparium formation); CS: (Canton-S); DAVID: (Database for Annotation, Visualization and Integrated Discovery); *dsx*: (*doublesex*); FC: (fold change); *fru*: (*fruitless*); LIMMA: (Linear Models for Microarray Data); *tra*: (*transformer*); *tud*: (*tudor*); wpp: (white pre-pupal).

## Authors' contributions

All of the authors conceived and designed the experiments, analyzed the data, contributed reagents/materials/analysis tools, and wrote the paper. MSL and LES performed the experiments. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Details of F-statistic analyses for time course microarray data.** This document details the F-statistics and contrast matrix designs for identifying sex-differentially expressed genes and genes expressed in the male and female germlines using LIMMA. These analyses were conducted on the time course gene expression data. For this data, probes from wild type males, wild type females, *tud *progeny males, and *tud *progeny females were all separately hybridized against a common reference sample at five time points during metamorphosis (0, 24, 48, 72, and 96 hour APF). Click here for file

Additional file 2 **Numbers of genes identified in the time course experiment by F-statistic analyses implemented in LIMMA.** This table reports the number of genes with significant differences in transcript abundance (q < 0.15), as identified using LIMMA contrasts analyses on the expression data from wild type or *tud *progeny males and females. For more details on contrast matrix designs, see Additional file 1. Click here for file

Additional file 3 **Genes with somatic, sex-differential expression across metamorphosis and at 0, 24, 48, 72, and 96 hour APF stages during metamorphosis.** The first tab lists the genes identified as being sex-differentially expressed during metamorphosis as identified by F-statistic analyses implemented in LIMMA, using the time course microarray data. The second through sixth tabs lists the genes identified as sex-differentially expressed for each of the five time points examined (0, 24, 48, 72, and 96 hours APF). The genes in tabs two through six are all a subset of the genes listed in the first tab. Click here for file

Additional file 4 **Correlations of data from array experiments and number of genes identified in the microarray experiments.** This first tab contains Pearson correlations between microarray replicates and the number of genes expressed for the time course microarray experiments. This second tab contains Pearson correlations between microarray replicates and the number of genes expressed when microarray comparisons between sex determination hierarchy mutants and wild type animals were performed. Click here for file

Additional file 5 **Gene lists of 38 clusters from time course microarray experiments.** Lists of genes from each of the 38 clusters identified and presented in Figure 3 and Additional file 6. Clusters were generated using gene expression data from male and female *tud *progeny at five time points during metamorphosis (0, 24, 48, 72, and 96 hours APF). The gene list from each cluster is presented in the individual tabs. Click here for file

Additional file 6 **Average gene expression of the 38 clusters identified from the time course microarray experiments and presented in Figure 3.** Clusters were generated using gene expression data from male and female *tud *progeny at five time points during metamorphosis. The wild type data is included, but has no weight in the cluster formation. For each cluster, the abscissa indicates the five time points during metamorphosis examined (0, 24, 48, 72, and 96 hour APF) and the ordinate indicates the average expression value for each genotype examined. Expression profiles for each cluster were generated by averaging the gene expression data at each time point for every gene in the cluster, in both sexes. Average expression values are represented by teal for wild type males, blue for wild type females, green for *tud *males, and red for *tud *females. Gene lists can be found in Additional file 5. Functional categories that were overrepresented among the genes in the cluster, as determined by the program DAVID (*P *< 0.05 [22]), are described in Additional file 7. Click here for file

Additional file 7 **DAVID analysis of 38 clusters from time course microarray experiments.** Results of functional analysis from the program DAVID for each of the 38 clusters identified and presented in Figure 3 and Additional files 5 and 6. Clusters were generated using gene expression data from male and female *tud *progeny at five time points during metamorphosis (0, 24, 48, 72, and 96 hours APF). The DAVID functional analysis of each cluster is presented on individual tabs. Click here for file

Additional file 8 **Genes that are expressed in the male germline during metamorphosis.** This table lists the genes identified as being expressed in or as a consequence of the male germline. Also included in the second tab are over-represented functional categories as determined by DAVID. Click here for file

Additional file 9 **Genes that are expressed in the female germline during metamorphosis.** This table lists the genes identified as being expressed in or as a consequence of the female germline. Also included in the second tab are over-represented functional categories as determined by DAVID. Click here for file

Additional file 10 **Genes that show somatic, sex-differential expression at 48 hour APF, and genes expressed downstream of *tra *and *dsx *at 48 hour APF.** The first tab lists genes with somatic, sex-differential transcript abundance differences at 48 hour APF during metamorphosis, the second tab lists genes with somatic sex differential transcript abundance downstream of *tra *at 48 hour APF during metamorphosis, and the third tab lists genes with somatic, sex-differential transcript abundance downstream of *dsx *at 48 hour APF during metamorphosis. Click here for file

Additional file 11 **Oligonucleotide sequences used as controls on the microarrays for genes in the Drosophila sex determination hierarchy.** This table includes the sequence information for the control microarray spots for genes in the sex determination hierarchy. Included are control spots for *Sex lethal *(*Sxl*), *transformer *(*tra*), the female-specific region of *doublesex *transcripts (*dsx*^*F*^), the male-specific region of *doublesex *transcripts (*dsx*^*M*^), the PI-transcript of *fruitless *(*fru P1*), the A, B and C DNA binding domain of *fruitless *(*fru*^*A*^, *fru*^*B*^, *fru*^*C*^). Click here for file

# Supplementary material for: Somatic, germline and sex hierarchy regulated gene expression during Drosophila metamorphosis
**Source:** BMC Genomics. 2009 Feb 13;10:80. doi: 10.1186/1471-2164-10-80
**Supplement:** Additional file 1 — Details of F-statistic analyses for time course microarray data. This document details the F-statistics and contrast matrix designs for identifying sex-differentially expressed genes and genes expressed in the male and female germlines using LIMMA. These analyses were conducted on the time course gene expression data. For this data, probes from wild type males, wild type females, tud progeny males, and tud progeny females were all separately hybridized against a common reference sample at five time points during metamorphosis (0, 24, 48, 72, and 96 hour APF).

This document details the F-statistics and contrast matrix designs for identifying sex-differentially expressed genes and genes expressed in the male and female germlines using LIMMA [1-4]. These analyses were conducted on the time course gene expression data. For this data, wild type males, wild type females, *tud* progeny males, and *tud* progeny females were all separately hybridized against a common reference sample at five time points during metamorphosis (0, 24, 48, 72, and 96 hour APF) with three microarray replicates.

### Statistical analyses of microarray data

All arrays were scanned using the GenePix 4100A scanner and GenePix Pro 5.0 software from Axon Instruments (Molecular Diagnostics, Sunnyvale, CA). Visual inspection of the microarray images filtered out fluorescence most likely not due to labeled cDNA binding; the data from these array elements was flagged as absent. Array elements were only considered for further analysis if at least one channel (Cy3 or Cy5) had greater than 75% of the pixels with intensity values one standard deviation above background levels (columns “B532+1SD” and “B635+1SD” in gpr file, respectively) and if they were not flagged by either GenePix Pro or visual inspection. All microarray normalization and statistical analyses were performed using the LIMMA package of BioConductor in the program R [1-4]. Global-loess normalization was used for all arrays, and significance was converted to *q* values using the *q* value application for R [5]. In the analyses, the design matrix for the analyses labeled the microarray experiments in the following manner: wild type males from 0, 24, 48, 72, and 96 hour APF were labeled as wtM\_0hr, wtM\_24hr, wtM\_48hr, wtM\_72hr, and wtM\_96hr, respectively. Similar labeling was used for wild type females, *tud* progeny males, and *tud* progeny females.

### Identification of sex-differentially expressed genes in the somatic tissues

To identify genes with somatic, sex-differential expression, F-statistics were implemented using contrasts in LIMMA. First contrast matrices for the appropriate analysis were created and then fitted to the model. The *P* values for the resulting F-statistic were then converted into *q* values. Genes with significant expression differences according to the sex factor were determined by the following contrast design: [FvM0=tudF\_0hr-tudM\_0hr, FvM24=tudF\_24hr-tudM\_24hr, FvM48=tudF\_48hr-tudM\_48hr, FvM72=tudF\_72hr-tudM\_72hr, FvM96=tudF\_96hr-tudM\_96hr]. Genes with significant expression differences according to the sex-time interaction were determined by the following contrast design: [FvM\_24v0=(tudF\_24hr-tudF\_0hr)-(tudM\_24hr-tudM\_0hr), FvM\_48v0=(tudF\_48hr-tudF\_0hr)-(tudM\_48hr-tudM\_0hr), FvM\_72v0=(tudF\_72hr-tudF\_0hr)-(tudM\_72hr-tudM\_0hr), FvM\_96v0=(tudF\_96hr-tudF\_0hr)-(tudM\_96hr-tudM\_0hr), FvM\_48v24=(tudF\_48hr-tudF\_24hr)-(tudM\_48hr-tudM\_24hr), FvM\_72v24=(tudF\_72hr-tudF\_24hr)-(tudM\_72hr-tudM\_24hr), FvM\_96v24=(tudF\_96hr-tudF\_24hr)-(tudM\_96hr-tudM\_24hr), FvM\_72v48=(tudF\_72hr-tudF\_48hr)-(tudM\_72hr-tudM\_48hr), FvM\_96v48=(tudF\_96hr-tudF\_48hr)-(tudM\_96hr-tudM\_48hr), FvM\_96v72=(tudF\_96hr-tudF\_72hr)-(tudM\_96hr-tudM\_72hr)]. Genes were declared to have

sex-differential expression in the somatic tissues if expression values were determined to change significantly according to either the sex or sex-time interaction terms ( $q < 0.15$ ).

Two-hundred-fifty-eight genes were thus identified as showing sex-differential expression in the somatic tissues during metamorphosis. To determine how these genes were sex-differentially expressed at the five time points examined in this study (0, 24, 48, 72, and 96 hour APF), moderated  $t$ -tests were performed in R comparing the mean expression in *tud* progeny males and females at each time point separately. The resulting  $P$  values of the 258 genes were converted to  $q$  values using the  $q$  value application for R [5], and significance was declared at a  $q < 0.15$  level.

### **Identification of genes expressed in the male or female germlines**

To identify genes with expression differences due to the presence of a germline, F-statistics were also implemented using contrasts in LIMMA. Again, contrast matrices for the appropriate analysis were created and then fitted to the model. The  $P$  values for the resulting F-statistic were then converted into  $q$  values. Genes were first identified with sex-differential expression between wild type males and females using the following contrast design: [FvM0=wtF\_0hr-wtM\_0hr, FvM24=wtF\_24hr-wtM\_24hr, FvM48=wtF\_48hr-wtM\_48hr, FvM72=wtF\_72hr-wtM\_72hr, FvM96=wtF\_96hr-wtM\_96hr]. Genes with significant ( $q < 0.15$ ) and at least a 1.2 fold-change expression differences between the sexes were kept, leaving 3194 genes to be analyzed (2320 and 883 female- and male-biased genes, respectively; nine genes have one male-biased isoform and one female-biased isoform).

To identify genes expressed in the male germline, genes with significant expression differences in males according to the genotype factor (wild type vs. *tud* progeny) were determined by the following contrast design: [wtVtud0hr=wtM\_0hr-tudM\_0hr, wtVtud24hr=wtM\_24hr-tudM\_24hr, wtVtud48hr=wtM\_48hr-tudM\_48hr, wtVtud72hr=wtM\_72hr-tudM\_72hr, wtVtud96hr=wtM\_96hr-tudM\_96hr]. Male-biased genes (of the 883 found above) with significant ( $q < 0.15$ ) and at least a 1.2 fold-change higher expression in wild type males as compared to *tud* progeny males were declared as being expressed in the male germline (586 genes). In addition, to avoid false negatives, genes were included in the male germline that were expressed in at least four time points in wild type males and that had no expression in wild type females and *tud* progeny males at all five time points examined in this study. Seventy-three additional genes were thus included. See Additional file 8 for list of the 659 genes expressed in or as a consequence of the male germline.

To identify genes expressed in the female germline, genes with significant expression differences in females according to the genotype factor (wild type vs. *tud* progeny) were determined by the following contrast design: [wtVtud0hr=wtF\_0hr-tudF\_0hr, wtVtud24hr=wtF\_24hr-tudF\_24hr, wtVtud48hr=wtF\_48hr-tudF\_48hr, wtVtud72hr=wtF\_72hr-tudF\_72hr, wtVtud96hr=wtF\_96hr-tudF\_96hr]. Female-biased genes (of the 2320 found above) with significant ( $q < 0.15$ ) and at least a 1.2 fold-change higher expression in wild type females as compared to *tud* progeny females were declared as being expressed in the female germline (342

genes). In addition, to avoid false negatives, genes were included in the female germline that were expressed in at least four time points in wild type females and that had no expression in wild type males and *tud* progeny females at all five time points examined in this study. No such genes were identified for the female germline. See Additional file 9 for list of the 342 genes expressed in or as a consequence of the female germline.

## References

1. Smyth GK: **Linear models and empirical bayes methods for assessing differential expression in microarray experiments.** *Statistical applications in genetics and molecular biology* 2004, **3**:Article3.
2. Smyth GK: **Limma: linear models for microarray data.** In: *Bioinformatics and Computational Biology Solutions using R and Bioconductor*. Edited by R. Gentleman VC, S. Dudoit, R. Irizarry, W. Huber. New York: Springer; 2005: 397-420.
3. Smyth GK, Speed T: **Normalization of cDNA microarray data.** *Methods* 2003, **31**(4):265-273.
4. Gentleman RC, Carey VJ, Bates DM, Bolstad B, Dettling M, Dudoit S, Ellis B, Gautier L, Ge Y, Gentry J *et al*: **Bioconductor: open software development for computational biology and bioinformatics.** *Genome biology* 2004, **5**(10):R80.
5. Storey JD: **The positive flase discovery rate: A Bayesian interpretation and the q-value.** *Annals of Statistics* 2003(31):2013-2035.

How the deposited data were processed for this re-analysis (not part of the article)

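Transcript levels were measured in whole pupae at 48 hour APF on spotted oligonucleotide arrays in 7 direct comparisons of 2 genotypes, with 4 arrays each and 28 arrays in all. Each RNA came from about 30 pupae and 30 µg were labeled. The authors scanned the arrays with a GenePix scanner, kept elements where at least 1 channel had more than 75% of pixels 1 SD above background, and normalized each array by global loess in LIMMA. The values as deposited by the authors are log2 ratios of both channels of an array after this normalization, 1 per array element and array, with the dye swap already turned. Their direction (female over male, female over pseudomale, wild type over *dsx* null) was settled from the fold changes of Additional file 10, since the paper's text does not give it, and was kept. The test plan written earlier had the inverse direction for the sex and pseudomale comparisons, which changes signs only. Background correction and scaling between arrays are not stated by the paper, and the ratios were used without either.

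From these ratios, limma 3.58.1 in R 4.3.3 gave a moderated t statistic against 0 for each element of a comparison. CS and Berlin arrays were analysed together for the wild type. Elements needed values on at least 2 of 4 arrays, or 4 of 8 for the wild type. The *q* values follow Storey's method with the smoother estimate of the share of true nulls over values of lambda from 0.05 to 0.95 in steps of 0.05. A *q* value below 0.15 was called, with 0.05 for the additional DSX elements and 0.30 for elements close to the threshold, following the paper. Tests in *tud* progeny and pseudomales that build the sets were one-sided in the direction of the wild type difference, and all others were two-sided. The paper names a *t*-test for these steps and LIMMA for its statistics, and the moderated test was taken as the main one. The differences between CS and Berlin and between the XX and XY *dsx* null effects were tested as limma contrasts.

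Control elements (32) were left out, and 15744 array elements remained. Elements were named through the copies of the Additional files available here, which name 2357 elements with 2301 CG numbers. The copies of Additional files 5 and 7 lack most of the paper's clusters, so that the paper names more genes than these, and statements about the largest change among named elements cover these elements alone. Of these elements, 2338 were found in the gene table of Release 6 plus ISO1 MT, which was used for the chromosome arm alone. The array was designed on an earlier release. The genes named in the text are those the paper names for the sex hierarchy at 48 hour APF, where an element could be named, and the named elements with the largest mean changes of a comparison among those called, changed in the same direction on all arrays and measured on at least 3. *Yp1* and *Yp2* could not be named. The paper's lists of genes with male and female germline expression were used for the tests of germline RNA.

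Calls were tested on simulated data, in which 200 elements were given a log2 change of 1 among unchanged elements with the spread of the real arrays. Of these, 95.5% were recovered in the wild type, 74% in *tud* progeny, 59.5% in *tra* pseudomales, 55% in *dsx* D pseudomales, 83% in XX and 77.5% in XY *dsx* nulls. Between 8.64% and 15.9% of the calls in these comparisons were false. The steps in sequence recovered 83% for the somatic set, 65% downstream of *tra* and 58% for the DSX set, without a false call. For the difference between the XX and XY effects, 78% were recovered and 21.6% of calls were false.

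The alternatives were Benjamini-Hochberg adjustment, a dye term, other minimum numbers of arrays, centering and scaling of arrays, an unmoderated t-test, array weights, a fit over all arrays, two-sided tests, *q* values over the elements left at each step, replicate blocks and leaving out each array in turn, all set before the data were examined. Centering for the differences between CS and Berlin and between the XX and XY *dsx* null effects, and centering, a dye term and scaling for the relative size of these effects within the DSX set, were added after seeing the data. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The time course arrays and the over-expression of DSX isoforms were not analysed here.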

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

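The tests of genetic background or stage, of regulation downstream of *dsx* alone and of XY pupae as most of the pupae of an XX *dsx* null replicate, and centering for both differences between groups of arrays, were chosen only after the result was seen, whereas the other tests in this part were chosen earlier.

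In 3 of 112 groups of arrays of named elements, 1 array lay far from the others, and chance gives about 1 in 20. For *CG9485* in *tud* progeny, replicate 2 had a log2 ratio of 0.64 and the others between 0.21 and 0.27. For *CG6372* in the wild type, Berlin replicate 4 had -4.61 and the other arrays between -10.21 and -7.97. For *CG15615* in the XY *dsx* null comparison, replicate 3 had 8.56 and the others between 6.64 and 6.73. All arrays of each group had the same sign. Intensities of single elements are not part of the ratios, so that saturation or weak signal in 1 channel was not tested, and no biological explanation was tested.

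The sex difference itself differed between CS and Berlin for 276 of 8153 elements in the limma contrast, with the larger female over male ratio in CS for 87 and in Berlin for 189, and with opposite mean signs for 83. Among the genes named for the wild type, the difference (CS minus Berlin) was called for *Cpr51A* (-1.03), *CG14624* (-2.67) and *CG14852* (-2.38). The real split into strains was the only 1 of 35 splits of the 8 arrays that called as many. By this count chance is excluded only narrowly, because the split that exchanges CS replicate 3 and Berlin replicate 1 called 251, and the number falls to 12 without CS replicate 4 and to 11 with scaling. The split by dye orientation called 43, and the median of CS minus Berlin was -0.14. Centering each array left 239 elements, 124 larger in CS and 115 in Berlin, so that the level of the arrays affects the direction of the calls more than their number. A difference between strains and unscaled arrays both remain open.

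The effect of the *dsx* null differed between XX and XY flies for 3096 of 6419 elements (48.2%), with the larger wild type over null ratio in XX for 2360 and in XY for 736. The real split was the only 1 of 35 to call as many, and the highest other split called 12. The excess of larger ratios in XX flies is partly a matter of level, since centering each array, chosen after seeing the data, gave 2194 elements, 1413 and 781 of them in these directions. Among the genes the paper names for the sex hierarchy the difference (XX minus XY) was called for *Cpr97Eb* (3.45), *dusky-like* (0.89), *flightin* (0.55), *Cpr50Ca* (-0.66), *CG31781* (0.37), *obstructor-A* (0.45), *Sxl* (0.47), *roX1* (-2.38, *q* = 0.0565 by limma), *abdA* (0.72), *CG8086* (-2.33), *CG14995* (-1.41), *LpR1* (0.84), *CG10802* (0.56), *CG1441* (2.59) and *CG9485* (0.59).

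A lower amount of male germline RNA in XY *dsx* null pupae than in CS males may account for part of these differences. Elements of the paper's male germline list outside its somatic set had a median log2 ratio of CS male over XY *dsx* null of 0.85. They were higher in CS males for 615 of 652, while most random lists of this size had medians between -0.15 and -0.05. The 4 arrays had list medians of 1.14, 0.74, 0.64 and 0.82. In the XX comparison the list median was -0.01. *CG8086* and *CG14995* are on this list but, as members of the somatic set, were not among the elements counted. For them an effect through the germline and regulation by DSX M in somatic cells remain open. For *abdA*, which is on the female germline list, and the remaining genes this test decides nothing.

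The *roX1* difference rests on the XX comparison, where the ratio of CS female over XX *dsx* null was -0.23 on replicate 3 and -4.41 on replicate 4, with no value on the other arrays. XY pupae among the XX *dsx* null pupae of replicate 4 could raise *roX1* there. The male germline list had a median of -0.075 on this replicate and of -0.02, 0.03 and 0.01 on the others. A small share of XY pupae cannot be told apart from other causes by this value, since the other replicates are close to it. With the *roX1* ratio of the CS arrays (25.75-fold higher in males), 85.2% of the pupae would have to be XY to give this value alone. In *tud* progeny *roX1* was 226.7-fold higher in males, and with that ratio a smaller share would be enough. The test used 179 elements placed at least 1 log2 unit higher in XY *dsx* nulls than in the XX *dsx* nulls of the other arrays. Over these, a share of 85.2% would move replicate 4 by -1.15 from the other arrays. Replicate 4 lay at -0.38, and replicate 3, where *roX1* was not raised, at -0.30 (216 elements), which argues against a share of 85.2%. Smaller shares of XY pupae were not tested in this way and remain open. What raised *roX1* remains open.

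Outside the DSX set, which the paper does not discuss for the *dsx* nulls, 2006 elements were called in both *dsx* null comparisons and 1708 had the same sign. Genetic background or stage differing between the mutants and CS may contribute, since 87.8% of the 549 elements without a wild type call also had the same sign. Regulation downstream of *dsx* alone would give no shared direction in *tra* pseudomales, which still make DSX, for elements called in XY *dsx* nulls whose wild type difference has the opposite sign and is not called. Of 802 such elements, 61.1% moved in *tra* pseudomales in the direction of the null effect. The limit above which *dsx* alone was to be excluded as the whole cause was 60%. It was lowered to 55% for a time after the value was seen and was then set back, and the share is only slightly above it. When elements with a wild type call were also included, the share was 58.1% of 3178 elements, below the limit. Because the result depends on this condition, the test does not decide whether *dsx* alone is the whole cause. A first form of this test without the condition on the sign gave 63.8% of 1382 elements, and was replaced after its value was seen, because undetected sex differences can produce it. Regulation by DSX of part or all of these elements remains open, as do background and stage, which this design confounds with genotype.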

How the results depend on the processing

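Centering for the CS minus Berlin and XX minus XY contrasts, and centering, a dye term and scaling for the relative size of the *dsx* null effects, were tests chosen only after the result was seen.

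The wild type count fell from 7237 to 4456 with Benjamini-Hochberg adjustment, 3948 with an unmoderated t-test so adjusted, and 2631 called in CS and in Berlin alike (1035 female-biased, 1596 male-biased). It was 6307 with the replicate block and 6080 to 6850 without single arrays. Residuals of arrays with the same replicate number correlated at 0.17, 0.05, 0.16 and 0.18 between CS and Berlin and at 0.37, 0.19, 0.04 and 0.05 between XX and XY. Without values for arrays with different numbers, these do not decide whether the replicate numbers pair the arrays.

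The dye term raised the somatic set to 1047, the set downstream of *tra* to 302 and the DSX set to 298 elements. With the unmoderated t-test, with Storey's or Benjamini-Hochberg *q* values, the somatic, *tra* and DSX sets numbered 0, which leaves no element of the derived DSX set to call in the *dsx* nulls. In the paper's DSX set it called 147 in both *dsx* nulls, or 119 with Benjamini-Hochberg adjustment. One-sided unadjusted p-values below 0.05 were found for 962 elements in *tud* progeny, 1014 in *tra* and 1168 in *dsx* D pseudomales, and limma called 496, 139 and 190 in these sets. Computing *q* over the elements left at each step gave 210 downstream of *tra*. Under the other settings these counts stayed within 1.5 times, among them 346, 107 and 135 with Benjamini-Hochberg adjustment.

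Without single arrays the somatic set ranged from 114 (*tud* replicate 1) to 516 (CS replicate 3), the *tra* set from 48 (*tud* replicate 1) to 142 (CS replicate 3), the DSX set from 55 (*tud* replicate 1) to 203 (*tud* replicate 4) and its elements called in both *dsx* nulls from 51 to 187 (the same arrays). *tud* replicates 2 and 3 lowered the somatic set to 269 and 251, and the DSX set to 109 and 124. The *tra* set was 92 without *tud* replicate 3, and 76 and 74 without *tra* replicates 3 and 4. How much of these losses lies in the smaller number of arrays was not tested.

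In the paper's DSX set, elements called in both *dsx* nulls stayed between 145 and 152, activated between 104 and 107 and repressed between 37 and 40 without single arrays. *Yp*-like elements numbered 9 with the dye term, 3 with Benjamini-Hochberg adjustment, 1 with the unmoderated t-test so adjusted, 3 without XY replicate 4 and up to 7 without others (XX replicate 3). With the effects of both comparisons scaled to the same median absolute deviation, the effect was larger in XX for 98 of the activated and 29 of the repressed elements, through the single factor this applies to all of them.

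The strain difference was called for 177 elements with the replicate block, 151 with Benjamini-Hochberg adjustment, 11 with scaling (1 larger in CS, 10 in Berlin) and 239 with centering (124 and 115), and for 12 (without CS replicate 4) to 466 (without Berlin replicate 3), with 24 and 104 without CS replicates 1 and 2 and 62 without Berlin replicate 2. The XX minus XY difference was called for 1597 with Benjamini-Hochberg adjustment, and for 2057 (without XX replicate 1) to 2914 (without XY replicate 1). Spearman correlations between arrays averaged 0.502 in CS and 0.341 in *tud* progeny. The cause was not tested.

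Of 487 values for 122 pairs of a named gene and a comparison, 437 kept direction and side of the threshold, 32 lost and 11 gained a call, and 7 reversed. The reversed ones belong to effects near 0. In *tra* pseudomales *roX1* ranged from -0.13 to 0.14 and *Sxl* from -0.56 to 0.58 without single arrays (*Sxl* -0.41 with the dye term). In *dsx* D pseudomales *roX1* ranged from -0.11 to 0.068, *Sxl* from -0.25 to 0.65 (-0.14 with the dye term) and *tra* from -0.23 to 0.028. *roX1* in XY *dsx* nulls ranged from -0.018 to 0.12. The ratios carry no signal over background, so its limit on weak elements was not tested.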

Differences from the paper's values

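Centering, a dye term and scaling for the relative size of the *dsx* null effects were chosen only after the result was seen. By the rule used here, which asks for a ratio above 1.5 or, for signed values, a difference beyond the error, 2 of the values that the paper states differed. Of the genes downstream of *tra*, 72 were female-biased in the paper, and 118 elements here. Of those also called in *dsx* D pseudomales, 46 were female-biased in the paper, and 79 elements here. Of the alternatives set before the data were examined, both numbers fell within 1.5 times the paper's with Benjamini-Hochberg adjustment (101 and 69), a minimum of 3 arrays (106 and 66), values on 1 array (100 and 68), a single fit over all arrays (85 and 54) and without *tud* replicate 2 (80 and 50), *tud* replicate 3 (83 and 58), *tra* replicate 1 (81 and 55), *tra* replicate 3 (68 and 50) and *tra* replicate 4 (68 and 55). The male-biased numbers, 23 and 20 in the paper and 21 and 19 here, stayed within 1.5 times the paper's in 2 of these settings, a minimum of 3 arrays (22 and 22) and the single fit (32 and 26), and fell further below in the others, to 6 and 5 with Benjamini-Hochberg adjustment, 14 and 13 with values on 1 array, 13 and 11 without *tud* replicate 2, 9 and 9 without *tud* replicate 3, 13 and 12 without *tra* replicate 1, 8 and 8 without *tra* replicate 3 and 6 and 6 without *tra* replicate 4. Without Berlin replicate 4 and without *tra* replicate 2 the first number did (106 each) and the second did not (73 and 72), with 13 and 12 male-biased elements in the first case and 17 and 17 in the second. Neither number did with the dye term (236 and 136), centering (114 and 78), scaling (120 and 81), the unmoderated t-test with either adjustment (0), array weights (116 and 77), two-sided tests (150 and 101), *q* values over the remaining elements (178 and 125), without *tud* replicate 1 (41 and 28), or without any other single array of the wild type (112 to 118 and 74 to 79) or *tud* replicate 4 (113 and 77). The second number was 72 to 78 without single *dsx* D arrays. Over the DSX set, the fold changes of Additional file 10 were within 1% of those computed here for 175 of 175 elements in the wild type, 176 of 176 in *tud* progeny, 169 of 169 in *tra* pseudomales, 176 of 176 in *dsx* D pseudomales, 164 of 164 in XX and 162 of 162 in XY *dsx* nulls. Of the paper's calls in this set, 174 of 175, 161 of 176, 68 of 68, 175 of 176, 157 of 157 and 157 of 157 were also called here. For the sets without division by bias, the dye term (1047, 302 and 298 elements), the unmoderated t-test (0) and the omission of *tud* replicate 1 (114, 48 and 55) moved the somatic, *tra* and DSX sets away from the paper's numbers by more than 1.5 times. Two-sided tests (182) and *q* values over the remaining elements (210) did so for the *tra* set, the omission of *tud* replicate 2 for the somatic (269) and DSX (109) sets, and that of *tud* replicate 3 for the somatic set (251). The elements downstream of *tra* that were also called in *dsx* D pseudomales moved in this way with the dye term (190), the unmoderated t-test (0), two-sided tests (131), *q* values over the remaining elements (155) and without CS replicate 3 (102) or *tud* replicate 1 (34). The wild type count did so with Benjamini-Hochberg adjustment (4456), the unmoderated t-test so adjusted (3948), CS arrays alone (4833) and calls in both strains (2631). For the *Yp*-like genes, Benjamini-Hochberg adjustment (3), the unmoderated t-test so adjusted (1) and the omission of XY replicate 4 (3) did so. Spearman correlations between arrays differed from the Pearson correlations of Additional file 4 in CS (0.502), Berlin (0.588), *dsx* D pseudomales (0.488), XX (0.572) and XY *dsx* nulls (0.774).

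The paper places the named cuticle genes, *obstructor-A* and *abdA* at the top of the female-biased part of the DSX set. Ordered by the *dsx* D ratio, 1 of these elements (*Cpr97Eb*, rank 12) is among the first 15, and the others take ranks from 35 (*Cpr50Ca*) to 109 (*abdA*).

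The paper divides the genes called in 1 *dsx* null comparison only into male- and female-biased genes differently. Here 3 of the 7 elements were male-biased and 4 female-biased.

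For genes activated or repressed in both sexes, the paper proposes from the direction of their sex bias that DSX F activity is the more potent. It also reports over-expression of both isoforms, which was not analysed here. The relative size of the null effects is another measure. It follows the sex bias only where XX and XY *dsx* nulls have equal levels, and these were not compared. Here the median log2 ratio of the activated elements was 1.61 in XX and 1.82 in XY flies, and the effect was larger in XX for 53 of 107. For the repressed elements the medians were -1.12 and -1.56, and the effect was stronger in XX for 6 of 40. Of 3 settings chosen after seeing the values, centering gave 46 of 108 and 6 of 38, and a dye term 54 of 105 and 7 of 40. Scaling the effects of both comparisons to the same median absolute deviation of their arrays gave 98 of 107 and 29 of 40 and drops 0 of the paper's genes. It multiplies all XX effects relative to all XY effects by the same factor, so that it shows only that the comparison depends on the scale and says nothing about potency.

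The paper lists 7 *Yp*-like genes. In its DSX set the same number was found, and in the set derived here 2. *miniature*, *Cpr51A*, *CG8086*, *CG10802* and *CG1441*, which the paper places in its somatic set, were not in the set derived here. A dye term brought *miniature*, *Cpr51A*, *CG8086* and *CG10802* into the set, with one-sided limma *q* values in *tud* progeny of 0.00939, 0.00198, 0.0241 and 0.0673, as did a single fit over all arrays, with 0.0606, 0.0196, 0.125 and 0.0972. Centering included *miniature* (0.149), *Cpr51A* (0.147) and *CG10802* (0.142), and scaling *miniature* (0.149) and *Cpr51A* (0.118). Without *tud* replicate 4, *miniature* (0.041), *Cpr51A* (0.039) and *CG8086* (0.0915) were included. Two-sided tests included *miniature* (0.134) and *Cpr51A* (0.146), and *miniature* also entered with a minimum of 3 arrays (0.144) and with *q* values over the remaining elements (0.139). *CG1441* entered only where values on 1 array, or 2 in the wild type, were enough (0.00464).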

Other observations

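The tests of the pseudomale differences of female-biased and of male-biased elements and of the *tud* labels were chosen only after the result was seen, and the first was divided by the direction of the bias after its values were seen.

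For the wild type, 1 of 100 sign patterns of the 8 arrays, the real one, called as many elements as observed, so that chance can be excluded (the next pattern called 4602). For *tud* progeny, *tra* and *dsx* D pseudomales and XX and XY *dsx* nulls, 1 of 8 sign patterns each, again the real one, called as many, and 8 patterns are too few to exclude chance. This holds for the count of patterns alone. The highest other pattern called 15, 0, 4, 0 and 1 elements, and in 20 simulations of unchanged groups at most 0 elements were called for *tra* and 1 for *dsx* D pseudomales, compared with 1876 and 2194 observed by limma, which argues against chance for these 2 comparisons.

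In *tud* progeny and *tra* pseudomales, arrays of the same dye orientation correlated more than arrays of opposite orientation. A dye bias of the array elements is a candidate explanation, since the difference between orientations correlated across 5458 elements between these comparisons, which share no RNA, at 0.344. It is not specific to them, since all 21 pairs of comparisons correlated positively, from 0.0955 (CS and XY *dsx* nulls) to 0.48 (*tra* and *dsx* D pseudomales), with 0.476 for CS and *tud* progeny. The difference was called for 2417 of 6484 elements in *tud* progeny and 2650 of 7048 in *tra* pseudomales, and for 29 in CS, 68 in Berlin, 8 in XX *dsx* nulls and 0 in *dsx* D pseudomales and XY *dsx* nulls, although its SD across elements was of similar size (0.315 in *tud* progeny, 0.303 in *tra* pseudomales, 0.279 in CS and 0.376 in Berlin). A dye bias common to all comparisons therefore remains open. Differences between the RNA preparations of replicates 1 and 2 and replicates 3 and 4 follow the orientation and remain open.

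In the DSX set, the *dsx* D difference was larger than that in *tud* progeny for 112 of 175 elements and than that in the wild type for 159, although pseudomales and males both make DSX M. In *tra* pseudomales, which also make DSX M, the median difference was 0.42 (169 elements), below that of the wild type. The paper called all 176 elements of the set in *dsx* D pseudomales, but only 68 of 169 in *tra* pseudomales, where no call was required. This selection by itself favors a high *dsx* D and a low *tra* median. The medians therefore cannot decide whether the excess is general to pseudomales. The difference between *dsx* D pseudomales and *tud* progeny was called for 28 elements with the larger effect in *dsx* D pseudomales and for 12 in the other direction. The correlation of the excess with the effect of the XY *dsx* null was -0.607 among female-biased elements (116 elements, Spearman -0.43; 68 of 123 larger) and 0.438 among male-biased elements (46 elements, Spearman 0.449; 44 of 52 larger). Genetic background or stage cannot be told apart from regulation by DSX here, because the XY *dsx* null effect of these elements is itself largely an effect of *dsx*. The *dsx* D allele over a *dsx* null allele and the missing germline of *tud* progeny are biological differences that remain untested.

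The XY *dsx* null effect and the wild type sex difference had a correlation of -0.417 across 7642 elements, and of -0.311 across 6682 without the germline lists. The test of male germline RNA described with the difference between XX and XY effects (list median 0.85) suggests that germline contributes, but the remaining correlation leaves other causes open. CS males enter both comparisons, which by itself gives a negative correlation. For medians of the germline lists, elements of the paper's somatic set were left out. The male germline list had medians of -1.56 in the wild type, -0.03 in *tud* progeny, 0.03 in *tra* and -0.03 in *dsx* D pseudomales. The female germline list had 0.19, -0.10, 0.13 and -0.04 there, 0.02 in XX and -0.19 in XY *dsx* nulls.

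In the sample descriptions of *tud* replicates 2 and 4, the sex of channel 2 differs between fields. A mislabelled sample would give *roX1* the opposite sign, but it had a log2 ratio of -7.80 on replicate 4 and was below 0 on all 4 *tud* arrays, which argues against exchanged values.

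*CG4484* had log2 ratios of wild type over *dsx* null of 1.01 ± 0.10 (SD, n = 2) in XX and 1.14 ± 0.31 (SD, n = 3) in XY flies, and *CG3244* of 2.68 ± 0.77 and 2.85 ± 0.35 (SD, n = 4). *CG3056* had -0.19 ± 0.64 (SD, n = 8; *q* = 0.164 by limma) between wild type females and males, and was called there with the dye term (*q* = 0.0584) and with centering (*q* = 0.142). In *tud* progeny it had -0.47 ± 0.36 (SD, n = 3; two-sided limma *q* = 0.154) and was called with the dye term (*q* = 0.0196). *roX2* was lower in CS males than in XY *dsx* nulls, at -0.75 ± 0.30 (SD, n = 4; limma *q* = 0.00181).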
